# Transcription Factor EB Controls Metabolic Flexibility during Exercise

**DOI:** 10.1016/j.cmet.2016.11.003

**Published:** 2017-01-10

**Authors:** Gelsomina Mansueto, Andrea Armani, Carlo Viscomi, Luca D’Orsi, Rossella De Cegli, Elena V. Polishchuk, Costanza Lamperti, Ivano Di Meo, Vanina Romanello, Silvia Marchet, Pradip K. Saha, Haihong Zong, Bert Blaauw, Francesca Solagna, Caterina Tezze, Paolo Grumati, Paolo Bonaldo, Jeffrey E. Pessin, Massimo Zeviani, Marco Sandri, Andrea Ballabio

**Keywords:** TFEB, autophagy, exercise, glucose, mitochondria, diabetes, mitochondrial fusion, PGC1alpha, metabolic flexibility, insulin

## Abstract

The transcription factor EB (TFEB) is an essential component of lysosomal biogenesis and autophagy for the adaptive response to food deprivation. To address the physiological function of TFEB in skeletal muscle, we have used muscle-specific gain- and loss-of-function approaches. Here, we show that TFEB controls metabolic flexibility in muscle during exercise and that this action is independent of peroxisome proliferator-activated receptor-γ coactivator1α (PGC1α). Indeed, TFEB translocates into the myonuclei during physical activity and regulates glucose uptake and glycogen content by controlling expression of glucose transporters, glycolytic enzymes, and pathways related to glucose homeostasis. In addition, TFEB induces the expression of genes involved in mitochondrial biogenesis, fatty acid oxidation, and oxidative phosphorylation. This coordinated action optimizes mitochondrial substrate utilization, thus enhancing ATP production and exercise capacity. These findings identify TFEB as a critical mediator of the beneficial effects of exercise on metabolism.

## Highlights

• TFEB regulates mitochondrial biogenesis and function in muscle
• Glucose homeostasis in skeletal muscle requires TFEB
• The effects of TFEB on muscle metabolism are independent from PGC1α
• TFEB coordinates metabolic flexibility during physical exercise

## Introduction

Exercise elicits several beneficial effects by acting on mitochondrial content/function, fatty acid oxidation, and glucose homeostasis (Hawley, 2002, Holloszy and Coyle, 1984, Holloszy et al., 1998). Indeed, muscle activity is important to counteract disease progression in diabetes, obesity, and metabolic syndrome. The signaling pathways that control the contraction-mediated beneficial effects on mitochondria and glucose/lipid homeostasis are distinct from insulin signaling and mainly rely on AMPK and PGC1α. We have recently found that exercise leads to nuclear translocation of the helix-loop-helix leucine zipper transcription factor EB (TFEB) (Medina et al., 2015), an important regulator of lysosomal biogenesis and autophagy (Sardiello et al., 2009, Settembre et al., 2011). Upregulation of TFEB has been found in several tissues after food deprivation, including liver and skeletal muscle. We have previously shown that in liver, TFEB regulates genes involved in lipid catabolism, fatty acid oxidation, and ketogenesis (Settembre et al., 2013). Some of these effects are elicited by TFEB-mediated induction of PGC1α (Settembre et al., 2013), a transcriptional coactivator, which interacts with and enhances the activity of transcription factors involved in mitochondrial biogenesis, glucose homeostasis, and lipid oxidation (Kelly and Scarpulla, 2004, Puigserver et al., 1998).

In the presence of nutrients, TFEB is sequestered in the cytoplasm by mTORC1-mediated phosphorylation, whereas in nutrient-depleted conditions, mTORC1 is inactive and dephosphorylated TFEB translocates to the nucleus, where it induces the transcription of target genes (Martina et al., 2012, Roczniak-Ferguson et al., 2012, Settembre et al., 2012). The dephosphorylation of TFEB is mediated by the calcium-dependent phosphatase, calcineurin, which is necessary for TFEB activation (Medina et al., 2015). Importantly, exercise-dependent calcium influx activates calcineurin, which dephosphorylates TFEB, leading to nuclear localization. The calcineurin-mediated induction of TFEB is independent from mTORC1 activity, indicating that calcium-dependent signaling is a rate-limiting step of TFEB activation (Medina et al., 2015).

Previous studies implicated calcineurin in a variety of physiological processes, in particular in skeletal muscle adaptation to exercise (Gehlert et al., 2015). Muscle-specific transgenic mice that overexpress an activated form of calcineurin show increased glucose uptake, glycogen accumulation, and lipid oxidation (Long et al., 2007). Interestingly, calcineurin promotes the nuclear translocation of another family of transcription factors, NFAT, which, depending on the type of physical activity, modulate the expression of the different myosin isoforms (Calabria et al., 2009, Long et al., 2007, McCullagh et al., 2004).

Here we show that the calcineurin-TFEB axis plays a major role in the metabolic adaptations that occur during physical exercise. By using gain- and loss-of-function approaches, we show that TFEB regulates mitochondrial biogenesis and glucose uptake independently of PGC1α. Indeed, TFEB controls genes involved in glucose metabolism such as GLUT1 and GLUT4, hexokinase I and II, TBC1 domain family member 1 (TBC1D1), and glycogen synthase (GYS), leading to glycogen accumulation to sustain energy production during exercise.

## Results

### Genome-wide Analyses Identified Glucose-Related and Mitochondrial Genes as Downstream Targets of TFEB

We previously demonstrated that TFEB promotes lipid catabolism in the liver and protects against diet-induced weight gain and insulin resistance (Settembre et al., 2013). Here we studied the physiological relevance of TFEB in skeletal muscle, an important insulin- and autophagy-dependent tissue (Grumati and Bonaldo, 2012, Mammucari et al., 2007, Masiero et al., 2009). 

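Tfeb, the gene deleted in the knockout (Tcfeb in older nomenclature), had a log2 value of 8.71 ± 0.22 (SD, n = 3 mice) in wild-type (WT) muscle and 7.12 ± 0.10 (SD, n = 3 mice) in TFEB KO muscle. The WT arrays read 8.61, 8.55 and 8.96, and the TFEB KO arrays read 7.10, 7.23 and 7.04. The log2 fold change was -1.58 (standard error 0.13, adjusted p = 0.0079 from limma), or 2.99-fold lower. The groups did not overlap (exact permutation test, two-sided, p = 0.10, the smallest p that 3 arrays against 3 allow). Tfeb is read by 1 probe set, and whether it lies in the deleted part of the gene is not given in the sources used here. The expression data are Affymetrix arrays of total RNA from the muscle of 6 C57BL/6 mice aged 1 month, 3 WT and 3 TFEB KO, with 1 array of biotin-labelled cRNA per mouse. Which muscle was taken is not given in the sources used here. The authors made the deposited log2 values with RMA, run through the R package affy as named in the submitters' processing notes. RMA corrects the background, normalizes between arrays and summarises the probes of each probe set, so that a change shared by most genes would be largely removed. From there, 22626 probe sets were tested with limma, two-sided, after 64 Affymetrix control probe sets were left out. The p-values were adjusted by the Benjamini-Hochberg method, and an adjusted p under 0.05 with no fold minimum was the threshold, as the legend of Table S2 gives. Of these probe sets, 20380 name 1 gene, 691 name several and 1555 name none. The values of a gene with several probe sets are those of the brightest one, over 12393 genes in all. Pearson correlations between arrays were 0.992 to 0.9967 within a group and 0.9889 to 0.9934 between groups. Precision is limited by the number of arrays. The arrays of TFEB-overexpressing muscle are not analysed here.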

Transcriptome analysis was performed by whole-genome gene expression profiling experiments (SuperSeries-GSE62980) in skeletal muscle from both *TFEB*-overexpressing and *TFEB* knockout (KO) mice. Overexpression of *Tcfeb*, the murine homolog of human *TFEB*, in muscle was achieved by means of intramuscular viral-mediated gene transfer using the adeno-associated virus (AAV) system. Adult mice were injected intramuscularly with either AAV2.1-CMV-*TFEB* or AAV2.1-CMV-*GFP* control vector and animals were sacrificed after 21 days, a time that allows efficient TFEB expression (Figure S1A, available online). Muscle-specific conditional *TFEB* KO mice were generated by crossing *Tcfeb* floxed (Settembre et al., 2013) with MLC1f-Cre transgenic mice (Bothe et al., 2000). Efficiency and specificity of the gene deletion were confirmed by quantitative real-time PCR analysis on multiple tissues (Figure S1B).

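In TFEB KO muscle, 126 genes rose and 152 fell against WT muscle at an adjusted p under 0.05 from limma. These counts take in any gene with at least 1 probe set past the test. Named genes and gene lists are judged on the brightest probe set alone. Cs and Gys1 passed only on a dimmer probe set, so they are among the 152 but are not called in the lists. The largest rise was that of Mt2, a metallothionein that binds zinc and copper, from 8.34 ± 0.39 to 11.07 ± 0.06 (SD, n = 3 mice each), a log2 fold change of 2.73 (standard error 0.18, adjusted p = 0.0029) or 6.62-fold. Hspa1a and Hspa1b, near-identical copies of inducible HSP70 whose probe sets may each detect both, rose by 2.65 and 2.49 on the log2 scale (adjusted p = 0.025 and 0.044). Mt1 (2.19), Rrad (2.13), the lectin Lgals3 (2.09), the lysosomal protease Ctss (2.07), Socs3, an inhibitor of cytokine signaling (2.06), Fgl2 (1.84) and the chemokine Ccl6 (1.81) followed, at adjusted p-values of 0.0029 to 0.038. The largest fall was that of Mbp, the myelin basic protein, from 10.05 ± 0.25 to 8.26 ± 0.69 (SD, n = 3 mice each), a log2 fold change of -1.79 (standard error 0.30, adjusted p = 0.036). Of its 8 probe sets, 6 lay between -1.16 and -1.79, 3 of them past the test, and the other two at -0.13 and 0.08. Cntnap2, a protein of myelinated axons, fell by 1.51 (adjusted p = 0.049), while its dimmer probe sets were at -0.07 and -0.22. The tendon proteoglycan Fmod fell by 1.37 (adjusted p = 0.017), with all 6 of its probe sets past the test. Rasd2 (-1.21), Col9a1 (-1.12), the cartilage protein Comp (-1.06), Fgfbp1 (-1.05), Pla2g5 (-1.04) and the glutathione transferase Gstm2 (-1.01) fell as well, at adjusted p-values of 0.0091 to 0.031. The dimmer probe sets of Mt1 (0.13, adjusted p = 0.59) and Col9a1 (-0.44, adjusted p = 0.30) did not pass. Pla2g5 is dim, at 5.03 ± 0.36 in WT and 3.99 ± 0.08 in TFEB KO muscle (SD, n = 3 mice each). In probe sets, 170 were higher and 191 were lower, and 271 of these 361 changed at least 1.5-fold. The arrays of the groups did not overlap in any of the 361, nor in 5210 of all 22626 probe sets, or 23% where chance gives 10%. The counts of higher and lower probe sets were 17 and 4 without WT 1, 35 and 25 without WT 2, 38 and 42 without WT 3, 235 and 203 without KO 1, 30 and 14 without KO 2, and 53 and 40 without KO 3. Mt2, Mt1, Lgals3, Ctss, Ccl6 and Comp passed with each array left out. Calls were lost for Rrad (adjusted p = 0.051) and Rasd2 (0.058) without WT 1, for Socs3 (0.051) without KO 2, and for Fmod, Col9a1 and Gstm2 without WT 1 or KO 2 (0.060 to 0.076). Calls were also lost for Fgfbp1 and Mbp without any WT array or KO 2 (0.062 to 0.14), Fgl2 without any WT array or KO 3 (0.090 to 0.14), Hspa1a and Hspa1b without any array but KO 1 (0.058 to 0.14), Pla2g5 without any array but WT 2 (0.050 to 0.13), and Cntnap2 without any array (0.063 to 0.13). The methods' t-test gave 1338 and 1944 probe sets without adjustment, and 0 and 1 after Benjamini-Hochberg adjustment.

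**Figure D1:**
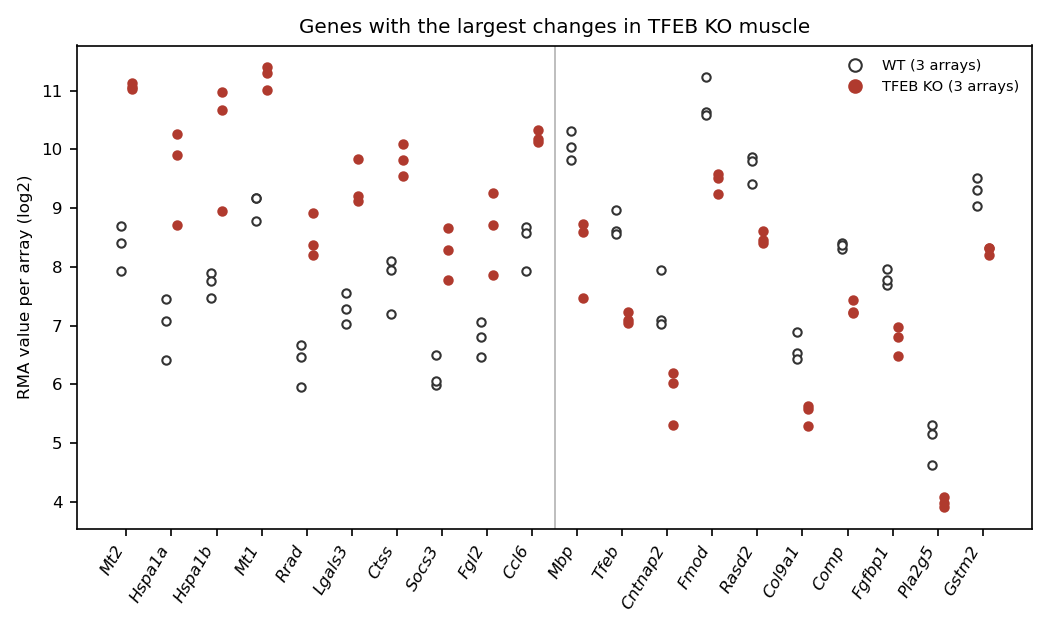
RMA value (log2, vertical axis) of the 10 genes with the largest rise and the 10 with the largest fall past the test, with 1 point per array for 3 WT (open) and 3 TFEB KO (filled) mice. For each gene all TFEB KO arrays lie on one side of all WT arrays, and the TFEB KO arrays of Mt2 lie between 11.02 and 11.13.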

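Among 40 gene lists fixed in advance, markers of macrophages stood highest in TFEB KO muscle. Of 29 measured, 15 rose and 0 fell (26 rose when adjusted over the list alone), among them Mpeg1, which forms pores in phagosomes, by 1.75 on the log2 scale. The median log2 fold change of the list was 1.07 (adjusted p = 3.0e-27 from camera with a preset correlation of 0.01, adjusted p = 0.227 with an estimated correlation). Markers of endothelial cells moved the other way: 7 of 14 fell (12 when adjusted over the list alone) and all 14 lay below 0, with a median of -0.61 (adjusted p = 1.7e-12, and adjusted p = 0.101 with an estimated correlation). They included Rasip1 (-0.96), the VEGF receptor Kdr (-0.89), Vwf (-0.86) and Pecam1 (-0.82). Of 13 markers of tendon and cartilage, 4 fell (8 when adjusted over the list alone), among them Tnmd (-0.49), with a median of -0.64 (adjusted p = 7.4e-08, and adjusted p = 0.101 with an estimated correlation). Of 11 markers of Schwann cells and myelin, 2 fell, Mbp and Cadm4 (-0.64), and 5 when adjusted over the list alone (adjusted p = 3.4e-05 for the list, and adjusted p = 0.101 with an estimated correlation). Of 9 markers of smooth muscle and pericytes, Mylk (-0.76) and Acta2 (-0.70) fell, and 4 when adjusted over the list alone (adjusted p = 7.1e-05, and adjusted p = 0.225 with an estimated correlation). The dimmer probe set of Acta2 at 0.011 (adjusted p = 0.97) and 1 of Mylk at -0.14 (adjusted p = 0.56) did not pass. Of 14 genes of the heat shock response, 5 rose (10 when adjusted over the list alone), among them the chaperones Hsp90aa1 (1.15) and Hsph1 (0.98), at an adjusted p of 4.9e-09 for the list (adjusted p = 0.101 with an estimated correlation). Of 14 genes that glucocorticoids induce, only the metallothioneins Mt1 and Mt2, which metals induce too, passed the test (9 when adjusted over the list alone, adjusted p = 4.9e-06 for the list, and adjusted p = 0.225 with an estimated correlation). Of 10 genes of embryonic and regenerating fibers, Myh3, an embryonic myosin (1.18), and the myogenic factor Myog (0.87) rose, and 6 when adjusted over the list alone (adjusted p = 3.4e-05, and adjusted p = 0.225 with an estimated correlation). The preset test called these 8 lists with each array left out. The macrophage markers past the test numbered 5 without WT 1, 4 without WT 2, 6 without WT 3, 12 without KO 1, 5 without KO 2 and 7 without KO 3. The endothelial ones numbered 0 without WT 1, 1 without WT 2, 2 without KO 2 and 4 without any other single array. The tendon ones numbered 1 without WT 1 or KO 2, 4 without KO 1 and 3 without any other single array, and those of Schwann cells 1 without KO 1, 2 without KO 3 and 0 without any other single array. Those of smooth muscle numbered 2 without KO 1, 1 without WT 2 or WT 3 and 0 without any other single array, and the embryonic genes 1 without WT 2 or KO 1 and 0 without any other single array. Heat shock genes numbered 3 without WT 2, 6 without KO 1, 1 without KO 3 and 0 without any other single array, and glucocorticoid-induced genes 4 without KO 1 and 2 without any other single array. Single calls were lost for Rasip1 without WT 1 (adjusted p = 0.051), Vwf without WT 1, WT 2 or KO 2 (0.055 to 0.058), Mpeg1 without WT 2, WT 3 or KO 2 (0.054 to 0.066), Kdr and Acta2 without WT 1, WT 2, KO 2 or KO 3 (0.074 to 0.14), Mylk and Hsph1 without WT 1, WT 3, KO 2 or KO 3 (0.052 to 0.076), and Hsp90aa1 without WT 1, WT 3 or KO 2 (0.051 to 0.071). Pecam1 kept its call only without KO 3, Myh3 only without WT 2 and Myog only without KO 1, and Tnmd and Cadm4 lost theirs without any array (0.052 to 0.18 for these 5 genes).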

Overexpression of *TFEB* in muscle resulted in the upregulation of 1,514 genes and the downregulation of 1,109 genes (GSE62975), while genetic ablation of *TFEB* increased 496 genes and suppressed 458 genes (GSE62976). The up- or downregulated genes are highlighted in red and green, respectively, in Tables S1 and S2. To identify the main cellular compartments (CCs) and the principal biological process (BPs) for which the TFEB-dependent genes were enriched, we performed a gene ontology enrichment analysis (GOEA). The GOEA was performed on the lists of genes whose expression was either increased or decreased in transfected muscle or in the *TFEB* KO mice. 

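Gpd2, the mitochondrial glycerol-3-phosphate dehydrogenase that passes electrons from glycolysis to the respiratory chain, fell from 10.99 ± 0.14 in WT to 10.24 ± 0.07 in TFEB KO muscle (SD, n = 3 mice each), a log2 fold change of -0.74 (standard error 0.10, adjusted p = 0.022 from limma). Dgat2, an enzyme of triglyceride synthesis, fell from 9.10 ± 0.18 to 8.42 ± 0.13 (SD, n = 3 mice each), a log2 fold change of -0.68 (standard error 0.12, adjusted p = 0.042), with its dimmer probe set at -0.58 (adjusted p = 0.076). The phospholipases Pla2g5 and Pla2g7 (-0.92), the lipid transfer protein Pitpnc1 (-0.82), the sialyltransferase St8sia5 (-0.59) and the sterol reductase Tm7sf2 (-0.50) fell too, though 5 of the dimmer probe sets of Pitpnc1, at -0.18 to -0.62, did not pass (adjusted p = 0.067 to 0.40). These 7 are the genes past the test among 59 measured of the 68 that Table S3 gives as inhibited in TFEB KO muscle over 15 categories, and 0 rose. At an unadjusted p under 0.05, 44 were lower and 0 were higher, and 43 were lower when adjusted over the list alone. The study chose these genes on the same arrays, so the counts are not independent evidence of their direction. Of the 59, 57 lay below 0, the other two being Fabp4 (0.19) and Habp4 (0.00). The median log2 fold change was -0.41, or 1.33-fold lower. Of 20 genes of lipid metabolism 5 fell, of 24 of carbohydrate metabolism and of 20 of alcohol metabolism 3 each, and of 12 of glucose metabolism, 17 of oxoacid metabolism and 4 of carbohydrate biosynthesis 1 each (12, 18, 15, 9, 12 and 4 when adjusted over the list alone). Their median log2 fold changes were -0.42, -0.38, -0.42, -0.38, -0.44 and -0.41. In the categories of glycogen, fatty acid, oxidative and energy metabolism, ATP biosynthesis, response to insulin, tricarboxylic acid cycle, cellular respiration and carboxylic acid catabolism, limma called 0 genes. At an unadjusted p under 0.05 it gave 3 of 4, 3 of 7, 12 of 13, 17 of 19, 3 of 3, 1 of 2, 6 of 6, 7 of 7 and 3 of 3 genes as lower, with 2, 3, 12, 16, 3, 1, 6, 7 and 3 when adjusted over the list alone. The methods' t-test after Benjamini-Hochberg adjustment called 0 in each of the 15 categories, and a regularized test, tuned to Table S2 after it had been seen, called 2, 3, 11, 15, 3, 1, 6, 7 and 3 in these. The medians of these categories ran from -0.17 for fatty acid metabolism to -0.63 for ATP biosynthesis. That of fatty acid metabolism was -0.44 with the mean of all probe sets of a gene and -0.12 without KO 1. Ppp1ca (-0.42, adjusted p = 0.051), a phosphatase subunit that acts on glycogen enzymes, and the transaminase Got1 (-0.48, adjusted p = 0.061) missed the threshold. Of lists fixed in advance, lipid synthesis had 1 of 12 genes lower, Dgat2 (also 1 when adjusted over the list alone, adjusted p = 0.21 for the list, and without KO 1 adjusted p = 0.0010 and 3 genes lower), and cholesterol synthesis had 1 of 11, Tm7sf2 (2 when adjusted over the list alone, adjusted p = 0.21). Contractile genes of slow fibers lay lower in the same arrays, all 10 below 0 with a median of -0.58 (adjusted p = 5.1e-04 from camera, adjusted p = 0.584 with an estimated correlation). The list's median against the WT mean was 0.28, 0.42 and -0.74 in the WT arrays and -0.76, -0.46 and -0.53 in the TFEB KO arrays. Limma called 0 of its genes (5 lower at an unadjusted p under 0.05, 3 when adjusted over the list alone, 0 by the methods' t-test after adjustment, 5 by the regularized test and 3 without WT 3), with Myh7, the slow myosin, at -1.40 (adjusted p = 0.069). The fast fiber list had a median of 0.00 over 14 genes (adjusted p = 0.64), all at 13.53 to 14.75 where the brightest value is 14.93, and limma called 0 of them (1 lower at an unadjusted p under 0.05 and by the regularized test, 0 by each other count). The genes of Table S3 past the test numbered 0 without WT 1, WT 3 or KO 2, 1 without WT 2 or without KO 3, and 6 without KO 1. Gpd2, Dgat2, Pitpnc1 and St8sia5 kept their calls only without KO 1 (adjusted p = 0.054 to 0.16 without the others), Pla2g7 and Tm7sf2 lost theirs without any array (0.053 to 0.19), and the lipid metabolism category had 2 genes past the test without KO 1, 1 without WT 2 or KO 3 and 0 without any other single array. Without KO 1, limma called 1 gene lower in each of oxidative and energy metabolism, the tricarboxylic acid cycle, cellular respiration, glucose metabolism and carbohydrate biosynthesis, 2 in alcohol, 3 in oxoacid and 4 in carbohydrate metabolism, and without any other single array 0 in each of these. For all genes of Table S3 the count was 0 with the methods' t-test after adjustment and 19 with the mean of all probe sets of a gene. It was 13 after a second quantile normalization, 14 without dim probe sets, 15 with array weights and 16 with trended and robust moderation. The regularized test called 38, and the methods' t-test without adjustment called 41.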

Interestingly, several gene categories related to cellular metabolism, including lipid and glucose homeostasis, were found upregulated in *TFEB*-overexpressing muscle and downregulated in *TFEB* KO (Figure 1A; Table S3). Strikingly, genes involved in mitochondrial biogenesis were oppositely regulated by gain- and loss-of-function approaches. Indeed, 38 genes involved in mitochondrial function were induced in AAV2.1-*TFEB*-infected muscles (Table S4), while 73 genes were inhibited in *TFEB* KO muscles (Table S5).

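Genes of the tricarboxylic acid cycle, of mitochondrial fusion, fission and transport, of succinate dehydrogenase and of fatty acid oxidation lay lower in TFEB KO muscle as lists by camera with a preset correlation, while 0 of their members passed the test alone on the brightest probe set. All 4 calls were lost with an estimated correlation (adjusted p = 0.225, 0.225, 0.245 and 0.647), and that of fatty acid oxidation with fry (adjusted p = 0.274). Idh2, the mitochondrial isocitrate dehydrogenase, was 10.99 ± 0.15 in WT and 9.99 ± 0.48 in TFEB KO muscle (SD, n = 3 mice each), a log2 fold change of -0.998 (standard error 0.22, adjusted p = 0.066 from limma). The 20 measured genes of the cycle and of pyruvate dehydrogenase, 4 of them the subunits of complex II, had a median log2 fold change of -0.22 (quartiles -0.32 to -0.05), with 17 below 0 (adjusted p = 7.1e-05 from camera, adjusted p = 0.225 with an estimated correlation). Citrate synthase, Cs, was at -0.33 (adjusted p = 0.13) on its brightest probe set, while another, at -0.61, passed the test (adjusted p = 0.028). Of 13 genes of mitochondrial dynamics the median was -0.24 (adjusted p = 0.0016, and adjusted p = 0.225 with an estimated correlation). They include Rhot2, which ties mitochondria to motor proteins (-0.44, adjusted p = 0.064), and the inner membrane protease Parl (-0.40, adjusted p = 0.067). The 4 subunits of complex II had a median of -0.19 (adjusted p = 0.038, and adjusted p = 0.245 with an estimated correlation), with Sdhb at -0.30 and Sdhd at -0.24. Of 21 genes of fatty acid oxidation the median was -0.15 (adjusted p = 0.024, and adjusted p = 0.647 with an estimated correlation), with Echs1 at -0.44 and Etfb at -0.34. Of these 4 lists, 6, 3, 1 and 1 genes are also in Tables S3 or S6, which the study chose as lower on the same arrays. Idh2, Cs, Rhot2, Parl, Sdhb and Echs1 are among them, so their values are not independent of that choice. At an unadjusted p under 0.05, limma gave 11, 8, 2 and 5 genes of the 4 lists as lower and 0, 0, 0 and 2 as higher, and 8, 6, 0 and 0 were lower when adjusted over the list alone. The other mitochondrial lists did not pass: complex I (32 genes, median -0.04, adjusted p = 0.18), complex III (9 genes, -0.02, 0.27), complex IV (12 genes, -0.05, 0.33), ATP synthase (15 genes, -0.01, 0.33), the mitochondrial ribosome (74 genes, -0.04, 0.30) and regulators of biogenesis (18 genes, median 0.016, mean -0.038 and a test that pointed down, 0.89). Limma called 0 genes of these too, against 5, 2, 1, 3, 12 and 3 lower and 1, 0, 0, 0, 3 and 1 higher at an unadjusted p under 0.05, and 1 of complex III and 2 of the regulators were lower when adjusted over the list alone. The methods' t-test after Benjamini-Hochberg adjustment called 0 genes in all 10 lists, and the regularized test called 0 to 6 lower. Markers of macrophages were higher in the same arrays, with Lyz1, the brightest of them, at 1.41 (adjusted p = 0.030). Contractile genes of slow fibers lay lower in these arrays, with a median of -0.58. On that list WT 3 lay at -0.74, against 0.28 in WT 1 and 0.42 in WT 2. In the fatty acid oxidation list WT 3 (-0.099) lay among the TFEB KO arrays (-0.25, -0.12 and -0.089). In the tricarboxylic acid cycle, dynamics and complex II lists WT 3 lay above every TFEB KO array. Complex II lost its call without WT 2 (adjusted p = 0.058), WT 3 (0.088), KO 1 (0.0997) or KO 2 (0.059), and fatty acid oxidation without WT 2 (0.162) or KO 1 (0.164). Limma called 1 gene of the cycle as lower without KO 1 and 1 regulator of biogenesis without KO 3. The mitochondrial ribosome reached an adjusted p of 0.044 when the values were quantile-normalized again, the lowest over the other settings, and the highest was 0.921 without WT 2. From the genes of Tables S4 and S5, not used here, the paper states that genes of mitochondrial biogenesis were oppositely regulated when TFEB was gained and when it was lost.

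**Figure D2:**
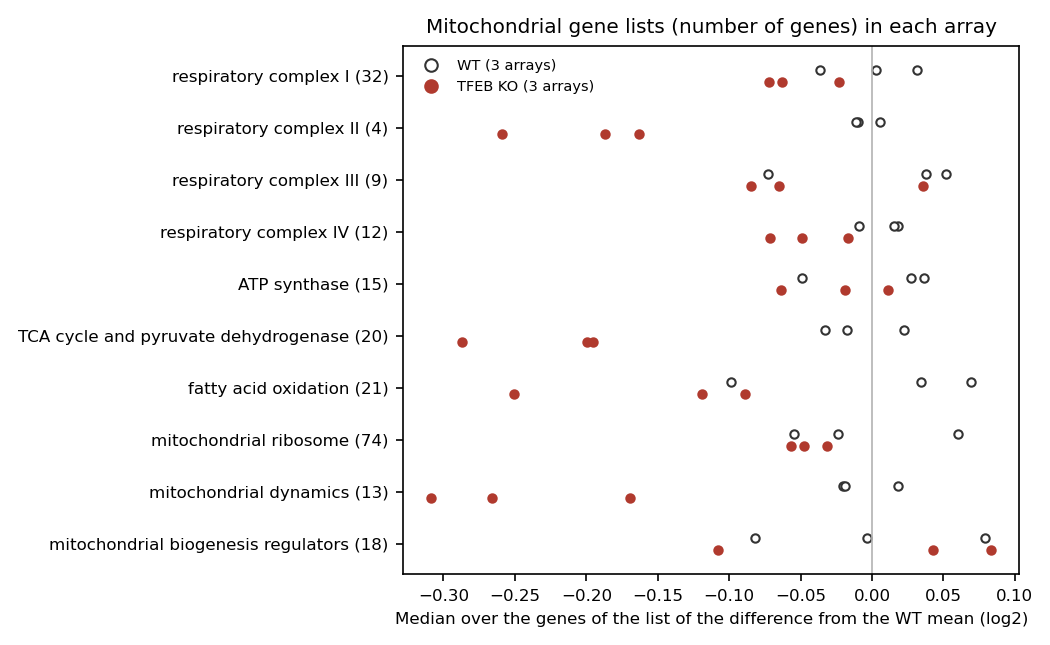
Median over the genes of each mitochondrial list of the difference from the WT mean (log2, horizontal axis), with 1 point per array for 3 WT (open) and 3 TFEB KO (filled) mice and the number of measured genes in brackets. The TFEB KO arrays of the tricarboxylic acid cycle list lie at -0.29, -0.20 and -0.20 and its WT arrays at -0.03, 0.02 and -0.02.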

To better identify the network of genes regulated by TFEB in muscle, we performed sequence analysis to identify putative TFEB target sites, previously referred to as CLEAR sites (coordinated lysosomal expression and regulation) (Palmieri et al., 2011), in the promoter regions of the downregulated genes in *TFEB* KO mice. 

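Septin4, of the septin family of GTP-binding proteins, fell from 7.61 ± 0.12 in WT to 6.94 ± 0.19 in TFEB KO muscle (SD, n = 3 mice each), a log2 fold change of -0.67 (standard error 0.12, adjusted p = 0.043 from limma). Supv3l1, a helicase of mitochondrial RNA, fell by 0.54 on the log2 scale (standard error 0.10, adjusted p = 0.046). The dimmer probe sets of Septin4 at -0.08 (adjusted p = 0.75) and Supv3l1 at -0.065 (adjusted p = 0.82) did not pass. With Gpd2 and Nos1, the neuronal nitric oxide synthase, they are the largest changes among 6 genes that fell of the 47 measured in Table S6, with Araf (-0.49) and Nudt19 (-0.47), and 0 rose. As used here, Table S6 holds 52 mitochondrial genes with CLEAR sites, the E-box motif that TFEB binds. Whether this copy holds all genes of the paper's list is not known, so that the counts may cover only part of it. By the paper's table, 49 have a site in the human promoter, 23 in the mouse promoter and 20 in both, and 10 of its 36 mouse site sequences hold the core CACGTG. Gpd2 has 1 human and 1 mouse site there. Of the 47 measured genes, 41 did not pass the test on the brightest probe set, Cs among them. Of the 47, 46 lay below 0 and Slc25a15 lay at 0.08. The median log2 fold change was -0.42, or 1.34-fold lower. At an unadjusted p under 0.05, 39 were lower and 0 were higher, and 39 were lower when adjusted over the list alone. The study took these genes from the same arrays, so neither count is independent evidence of their direction. In the same arrays the endothelial list had medians against the WT mean of 0.01, 0.05 and -0.06 in WT and -0.73, -0.45 and -0.53 in TFEB KO muscle. Without KO 1 the test called 2 genes of the table, and without any other single array it called 0. Septin4 and Supv3l1 both lost their calls whichever array was left out, KO 1 included (adjusted p = 0.052 to 0.18). The count was 0 with the methods' t-test after Benjamini-Hochberg adjustment and 14 with the mean of all probe sets of a gene. It was 2 with the replicate number as a block and 3 with a minimum of 1.5-fold. It was 12 after a second quantile normalization, without dim probe sets or with array weights, and 13 with trended and robust moderation. The regularized test, and the methods' t-test without adjustment, each called 36. Promoter sequences were not searched here.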

Interestingly, we found that 79% of these genes contain a CLEAR sequence and are, therefore, potential direct targets of TFEB (Table S6).

### TFEB Regulates Mitochondrial Biogenesis in Muscle

To examine potential effects of TFEB in mitochondrial function, we analyzed mitochondrial morphology in muscles overexpressing or lacking *TFEB*. Electron microscopy (EM) analyses showed a striking increase of mitochondrial density and volume in *TFEB*-overexpressing muscles (Figures 1B, 1C, 1E, and 1F). Interestingly, mitochondrial density and size were normal in the *TFEB* KO muscles (Figures 1E and 1F). Consistent with the EM data, increase of mitochondrial DNA (mtDNA) was found in TFEB transgenic muscles, while no differences were observed in *TFEB* KO muscles (Figure 1G). However, while the cristae shape, matrix density, and outer membrane morphology were normal in *TFEB*-overexpressing muscles (Figure 1C), abnormalities were found in approximately 10% of the mitochondria from *TFEB* KO muscles (Figures 1D and 1H). An increase in the number of mitochondria was also observed in C2C12 muscle cells transfected with *TFEB*-GFP, as detected by immunofluorescence confocal and confirmed by EM analyses (Figures S2A and S2B). Quantitative real-time PCR also revealed an increase of mtDNA content in *TFEB*-overexpressing cells (Figure S2C).

Importantly, quantitative real-time PCR analysis revealed that *TFEB* overexpression in muscle and in C2C12 cells induces the expression of many genes involved in mitochondrial biogenesis and function, including the master gene of mitochondrial biogenesis, PGC1α, a known direct target of TFEB (Settembre et al., 2013) (Figures 2A and S2D). Moreover, another PGC-1 family member, PGC1β, was also upregulated by *TFEB* overexpression. Consistently, we found a significant induction of peroxisome proliferator-activated receptor α (PPARα), PPARβ/δ, and PPARγ in *TFEB*-overexpressing muscles. However, *TFEB* deletion did not affect the expression of PGC1α/β and PPAR genes, with the exception of PPARα, which was downregulated. In order to elucidate the possible mechanisms underlying the induction of mitochondrial biogenesis observed in *TFEB*-transfected muscles, we examined the expression of nuclear respiratory factors 1 and 2 (NRF1and NRF2). The mRNA levels of NRF2 were increased, as well as NRF downstream genes, including mitochondrial transcription factor A (TFAM). Chromatin immunoprecipitation (ChIP) experiments confirmed the direct recruitment of TFEB on NRF1 and NRF2 promoters (Figure 2B), but not on TFAM promoter (data not shown). Finally, overexpression of *TFEB* in skeletal muscle increased the expression of mitochondrial enzymes. Subunits of the four respiratory chain complexes and the ATP synthase, as well as genes encoding electron transport and tricarboxylic acid cycle proteins, were induced by *TFEB* overexpression and were reduced by *TFEB* deletion (Figure 2A). Importantly, immunoblotting analyses confirmed the increase of complex I (NDUFA9), complex II (SDHA), and complex IV (COX5a) proteins in *TFEB*-transfected muscles (Figures 2C and 2D). *TFEB* deletion did not alter NDUFA9 and COX5a expression but significantly reduced the level of SDHA protein (Figures 2C and 2D). To better characterize the involvement of TFEB in mitochondrial respiration, we analyzed the specific activities of enzymes involved in oxidative phosphorylation. Biochemical analysis of muscle samples infected with AAV2.1-*TFEB* compared to wild-type (WT) muscles showed increase of citrate synthase, mitochondrial respiratory chain complex I (CI), CII, CIII, and CIV activities (Figure 2E). Consistent with the western blot analyses, *TFEB* deletion led to decrease of CII activity, the complex that contains the SDHA flavoprotein, while the other respiratory complexes had normal activities (Figure 2E). The changes in respiratory chain activities were corroborated by histochemical analyses for COX and SDH activity in AAV2.1-*TFEB*-transfected and *TFEB* KO muscles. Indeed, only SDH activity was greatly reduced in the absence of *TFEB*, while both COX and SDH were increased in *TFEB*-overexpressing muscles (Figure 2F). To further investigate the role of TFEB in mitochondrial function, we generated an inducible muscle-specific transgenic mouse line. Acute activation of TFEB by tamoxifen treatment in adult mice recapitulated the phenotype of AAV2.1-*TFEB* overexpression on mitochondria biogenesis (Figure S3). Consistent with the increase of SDH and respiratory chain complex activity, mitochondrial respiration was significantly enhanced by *TFEB* expression in adult transgenic muscles (Figures S3A and S3B).

We next assessed whether these TFEB-mediated changes of mitochondrial morphology and function had any impact on energy production. ATP levels were higher in *TFEB*-transfected muscles and lower in *TFEB*-deficient muscles compared to controls (Figure 2G). To understand the mechanisms underlying the significant decrease of ATP in *TFEB* KO muscles, we checked mitochondrial function in these animals. Fluorescent dyes, like tetramethylrhodamine methyl ester (TMRM), monitor the mitochondrial membrane potential (Δψm), the critical parameter that drives ATP production. Therefore, we checked the status of Δψm in isolated adult fibers of WT and *TFEB* KO muscles. As expected, in control mice oligomycin-dependent inhibition of ATP synthase did not alter Δψm (Figure 2H), and mitochondrial depolarization was achieved after membrane permeabilization by the protonophore carbonylcyanide-p-trifluoromethoxy phenylhydrazone (FCCP). Conversely, mitochondria of *TFEB* null fibers underwent a significant depolarization after oligomycin treatment (Figure 2G), suggesting that these fibers were at least in part relying on reverse activity of ATP synthase to preserve their membrane potential as a consequence of proton membrane leak. In addition, oxidative stress, revealed by protein carbonylation, was significantly higher in *TFEB* KO mice than controls (Figures 2I and S3C).

### TFEB Regulates Mitochondrial Biogenesis in Skeletal Muscle through a PGC1α- and PGC1β-Independent Mechanism

Both PGC1α and PGC1β are master regulators of mitochondrial biogenesis and oxidative metabolism. However, recent findings suggest the presence of an independent pathway that regulates mitochondrial biogenesis during exercise (Rowe et al., 2012). Therefore, we examined whether TFEB is the missing sensor of physical activity that coordinates the metabolic responses independently of PGC1α. First, we checked expression and localization of endogenous TFEB in PGC1α KO mice before and after exercise. TFEB was expressed at lower levels and more cytosolic in *PGC1α* KO mice when compared to controls (Figures 3A and 3B). Importantly, exercise restored a normal TFEB expression, induced TFEB nuclear translocation, and triggered upregulation of genes related to mitochondrial biogenesis (Figures 3C and S4A).

EM analysis of overexpressed *TFEB* in *PGC1*α KO mice revealed increased mitochondrial volume and density (Figure S4B). *TFEB* overexpression in *PGC1*α KO muscle also resulted in increased COX and SDH activity along with increased activities of CI, II, III, and IV (Figures S4C and S4D). The levels of PGC1α targets such as TFAM, NRF1, and NRF2 were also significantly upregulated by *TFEB* overexpression, even in the absence of PGC1α (Figure S5A). Importantly, systemic delivery of TFEB in muscle-specific *PGC1α* KO mice improved their exercise tolerance (Figure 3D). Indeed, *TFEB* expression was able to restore normal fatigue index when expressed in *PGC1α* KO muscle (Figure 3E). Altogether, these findings suggest that the induction of mitochondrial biogenesis in *TFEB*-overexpressing muscles does not depend on the presence of PGC1α.

To determine whether PGC1β may compensate for the lack of PGC1α, we measured the effect of *TFEB* overexpression on mitochondrial biogenesis in cells that were silenced for PGC1α and PGC1β. Importantly, inhibition of both PGC1 factors did not prevent or reduce TFEB-mediated induction of genes related to mitochondrial biogenesis and mitochondrial respiratory chain activity (Figure S5B).

### TFEB Controls Energy Balance in Skeletal Muscle during Exercise

Physical activity has a major impact on glucose homeostasis and mitochondrial biogenesis and function. Therefore, we checked whether acute exhausting versus mild and chronic exercise regiments are equally able to activate TFEB. As a readout of TFEB activation, we monitored its nuclear localization. While acute exhausting contraction led to nuclear translocation of TFEB (Figure 4A), mild exercise did not (Figure 4B). However, 7 weeks of training with progressive increase of intensity without reaching exhaustion induced a massive TFEB nuclear translocation with concomitant cytosolic depletion (Figure 4B). Therefore, intensity and duration of training are critical factors that affect TFEB nuclear translocation and transcriptional regulation of genes related to mitochondrial biogenesis and function (Figure 4C).

To determine the physiological consequences of TFEB translocation during physical activity, we examined exercise performance in both *TFEB* KO and inducible muscle-specific TFEB transgenic mice. High-intensity exercise revealed significant training intolerance of *TFEB* KO mice compared to controls (Figure 5A). Conversely, acute muscle-specific activation of TFEB enhanced physical performance (Figure 5A). To better understand the exercise intolerance of the *TFEB* KO mice, we examined energy expenditure during treadmill running. While WT mice maintained constant levels of energy expenditure during physical activity, the *TFEB* KO mice displayed a drop after 15 min of physical exercise (Figure 5B). Metabolic analyses revealed that in basal condition, *TFEB* KO mice have a higher respiratory exchange rate (RER) than controls (Figure 5C). These data suggest that *TFEB* KO mice depend on glucose oxidation more than controls. In addition, while WT mice maintained a relatively constant RER during running period, *TFEB* KO mice showed a drop in RER after 20 min (Figure 5C). This decrease indicates a shift in substrate usage from glucose to fat metabolism. Finally, we measured glucose and fatty acid levels in muscle and blood from *TFEB* KO and TFEB transgenic mice before and after exercise. *TFEB* KO mice showed lower blood glucose levels compared to WT mice in basal condition (Figure 5D). Exercise caused a 50% reduction of blood glucose in *TFEB* KO, TFEB transgenic, and control mice (Figure 5D). Insulin levels mirrored the changes of blood glucose, as they were reduced in basal condition in *TFEB* KO mice and dropped after exercise in the different genotypes (Figure 5E).

*TFEB* KO mice are hypoglycemic, contain dysfunctional mitochondria, and produce less ATP. Thus, we reasoned that they use anaerobic glycolysis to produce energy. Consistent with this hypothesis, we found higher levels of lactate in the blood of *TFEB* KO mice before and after exercise compared to controls (Figure 5F). Conversely, lactate of transgenic mice was already lower than controls in resting condition and did not increase after exercise (Figure 5F). Therefore, TFEB transgenic mice better utilize glucose for energy production. To further confirm this finding, we measured glycogen levels in muscle. Glycogen levels were remarkably lower in *TFEB* KO mice and higher in TFEB transgenic in basal condition compared to WT. Enzymatic quantification showed that glycogen content was 3-fold less after TFEB ablation (Figure 5G), while it was 10-fold higher after TFEB overexpression compared to controls (Figure 5G). This was confirmed by periodic acid-Schiff (PAS) staining (Figure 5H). Exercise led to glycogen consumption in both *TFEB* KO muscles and controls (Figure 5G). The lower glycogen content detected in sedentary *TFEB* KO muscles explains the decrease of RER observed after a 15 min exercise (Figure 5C). Since glycogen is rapidly depleted in *TFEB* KO mice, the additional need for energy during exhausting exercise requires a switch from glycolysis to fatty acid oxidation. Consistently, while blood free fatty acid concentrations were reduced after exercise in both *TFEB* KO mice and controls (Figure 5I) and blood levels of non-esterified fatty acids (NEFAs) did not differ between genotypes (Figure 5I), their muscle content dramatically decreased after exercise only in *TFEB* KO mice (Figure 5J). Importantly, ketones did not differ between *TFEB* KO and controls (Figure 5K). These findings confirm a change in metabolic flexibility in the absence of TFEB that forced muscle cells to use lipids for ATP production. The exhaustion of the lipid fuel in KO mice results in inability to maintain the same exercise intensity of controls.

### TFEB Controls Metabolic Flexibility and Energy Balance Independently of Autophagy

We and others have found that autophagy is important for mitochondrial quality control and is activated by exercise to clear dysfunctional mitochondria (Lo Verso et al., 2014). Thus, we checked whether TFEB controls autophagy in adult skeletal muscles. Surprisingly, TFEB activation was not sufficient to enhance autophagy flux and TFEB deletion did not impair autophagy flux in the presence or absence of nutrients (Figures S6A and S6B). Moreover, activation of TFEB did not induce protein breakdown and muscle loss. In fact, most of the atrophy-related genes belonging to the ubiquitin proteasome and autophagy-lysosome systems were not induced by TFEB expression (Figure S6C). Similarly, mitophagy genes were not upregulated. Since protein degradation is not affected by TFEB activation, we checked whether genes related to protein synthesis were modulated by TFEB. However, when we checked a cross-sectional area, we found a shift toward smaller size in transgenic mice, suggesting that protein synthesis was not induced. This decrease in fiber size is due to a metabolic shift because oxidative fibers are smaller than glycolytic skeletal muscle fibers (Figure S7A). Furthermore, we did not find any significant difference in myosin distribution between transgenic and control muscles (Figure S7B). Therefore, TFEB controls myofiber metabolism, but not myosin content/type, independently of autophagy or proteostasis.

### TFEB Controls Glucose Homeostasis and Insulin Sensitivity Independently of PGC1α

Because muscles from *TFEB* KO mice contain lower glycogen levels than controls, we reasoned that they may have abnormal regulation of glucose homeostasis. Thus, we performed euglycemic-hyperinsulinemic (EU) clamps and observed that the glucose infusion rate (GIR) that is required to maintain a constant glycemia during insulin treatment was significantly reduced in *TFEB* KO compared to control mice (Figure 5L). The reduction of GIR was consequent to a decrease in skeletal muscle glucose uptake (Figure 5M), which caused a decrease of glycogen synthesis (Figure 5N). Although there was an apparent small decrease in adipose tissue glucose uptake, this was not statistically significant (Figure 5O). Moreover, insulin was equally effective in suppressing hepatic glucose output during the clamp experiment (Figure 5P). Together, these data demonstrate that TFEB deficiency in skeletal muscle results in peripheral insulin resistance-reduced glucose uptake and decreased glycogen content.

These findings are consistent with the transcriptomic signature of *TFEB*-overexpressing and *TFEB* KO muscles. 

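Of the genes of glucose handling on the TFEB KO arrays, Nos1, whose nitric oxide acts on muscle glucose uptake, fell from 8.00 ± 0.12 in WT to 7.26 ± 0.21 (SD, n = 3 mice each). The log2 fold change of Nos1 was -0.74 (standard error 0.13, adjusted p = 0.038 from limma), and its dimmer probe set lay at -0.29 (adjusted p = 0.28). Ppp1r3c, which targets a phosphatase to glycogen and favors its synthesis, rose from 12.32 ± 0.17 to 12.96 ± 0.05 (SD, n = 3 mice each), a log2 fold change of 0.65 (standard error 0.11, adjusted p = 0.036), with its dimmer probe set at 0.41 (adjusted p = 0.24). Gys1, the muscle glycogen synthase, was at -0.22 (adjusted p = 0.28) on its brightest probe set, while its other one, from 9.99 ± 0.10 to 9.27 ± 0.19 (SD, n = 3 mice each), fell by 0.72 (adjusted p = 0.031). The transporter Slc2a4 (GLUT4) was at -0.21 (adjusted p = 0.40) and -0.54 (adjusted p = 0.082) on its 2 probe sets, and Slc2a1 (GLUT1) at 0.41 (adjusted p = 0.46), with its dimmer probe sets at 0.29 and -0.13. Tbc1d1 (0.75, adjusted p = 0.12), Hk1 (-0.12, adjusted p = 0.72) and Hk2 (-0.16, adjusted p = 0.43) did not pass the test, nor did the insulin receptor substrate Irs2 (-0.69, adjusted p = 0.052). Of 15 genes of glucose uptake and insulin signaling 1 fell, Nos1, and 14 did not pass (1 higher and 2 lower when adjusted over the list alone), with a median of -0.08 (adjusted p = 0.30 from camera). Of 22 genes of glycogen metabolism 1 rose, Ppp1r3c (2 higher and 2 lower when adjusted over the list alone), with a median of -0.042, a mean of 0.017 and a test that pointed down (adjusted p = 0.69 from camera and 0.026 from fry, which tests only whether the list's own genes move one way on balance). Of 16 glycolytic genes limma called 0, with 1 higher and 1 lower at an unadjusted p under 0.05, 0 when adjusted over the list alone and 0 by the methods' t-test after Benjamini-Hochberg adjustment (median -0.05, adjusted p = 0.39 from camera), while the regularized test called 1 lower. The tendon list had medians against the WT mean of -0.01, -0.01 and 0.09 in the WT arrays and -0.47, -0.46 and -0.65 in the TFEB KO arrays. Nos1 lost its call without WT 1 (adjusted p = 0.143), WT 2 (0.090), WT 3 (0.111), KO 1 (0.058), KO 2 (0.055) or KO 3 (0.086), and with the mean of its probe sets (0.063). Without KO 1, 1 other gene of glucose uptake was higher. Ppp1r3c lost its call without WT 1 (0.126), WT 2 (0.078), WT 3 (0.087), KO 1 (0.052), KO 2 (0.094) or KO 3 (0.080).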

To further confirm these findings, we monitored the expression levels of glucose homeostasis-related genes in muscles injected with AAV-*TFEB* and in muscles of TFEB transgenic mice and found a significant increase in the expression of GLUT1 and GLUT4, the GTPase involved in GLUT4 translocation (TBC1D1), and the rate-limiting enzymes of glycolysis (hexokinase 1 and 2) (Figure 6A). Immunoblotting analyses confirmed increased protein levels of GLUT1 in *TFEB*-overexpressing muscles (Figure 6B). The induction of genes involved in glucose uptake was also coupled with an increase of transcript and protein of GYS (Figures 6C and 6D).

GYS activity is negatively regulated by phosphorylation of the C-terminal region by GYS kinases (GSK3s) (Jensen and Lai, 2009). However, the phospho-GYS levels were unchanged in AAV-*TFEB* muscles, and therefore, the pGYS/GYS ratio was dramatically decreased in *TFEB*-overexpressing muscles when compared to controls (Figure 6D). Furthermore, expression analysis of genes related to glucose metabolism did not reveal any significant difference between *PGC1α* KO and controls after *TFEB* overexpression (Figure 6E). Finally, EM showed an accumulation of glycogen in *PGC1α* KO mice that were infected by AAV2.1-*TFEB* (Figure S4B). Quantitative and qualitative analyses of glycogen showed that TFEB induced a higher glycogen accumulation in *PGC1α* KO muscle than in WT (Figures 6F and 6G). These data indicate that TFEB is able to control muscle glycogen content in a PGC1α-independent manner.

### Glucose-Related Signaling Pathways Are Affected by TFEB

The activity of GLUT transporters is tightly controlled by several pathways. Thus, we checked whether TFEB impinges not only on GLUT1/4 expression but also on glucose-related signaling. Previous studies have shown that nitric oxide (NO) controls several metabolic aspects of skeletal muscle, including mitochondrial biogenesis and glucose uptake. NO is formed by nitric oxide synthase (NOS) via the conversion of L-arginine to L-citrulline. Skeletal muscles express neuronal (nNOS), endothelial (eNOS), and inducibile (iNOS) isoforms (Andrew and Mayer, 1999). Moreover, nNOS is the major isoform involved in AMPK-dependent regulation of GLUT4 (Lira et al., 2007). We found that the nNOS transcription and protein expression were increased in *TFEB*-overexpressing muscle. Conversely, real-time PCR and immunoblotting experiments showed a decrease of nNOS expression in *TFEB* KO muscle, as compared with controls (Figures 7A and 7B). To test whether nNOS and glucose transporter genes are direct targets of TFEB, we analyzed their promoters and identified CLEAR sites. ChIP experiments showed that TFEB is recruited on nNOS, GLUT1, and GLUT4 promoters (Figure 7C). Since AMPK is a downstream target of nNOS (Lira et al., 2010), we monitored the activation of AMPK. *TFEB* overexpression in muscle showed a significant induction of AMPK phosphorylation and of its downstream target acetyl-CoA carboxylase (ACC). Interestingly, *TFEB* overexpression triggered protein kinase B (AKT) activation. However, no changes in pAMPK and pACC were found in *TFEB* KO muscles (Figure 7D). Consistent with the presence of insulin resistance, we detected decreased AKT phosphorylation in *TFEB* KO muscles.

## Discussion

The beneficial effects of physical activity on mitochondrial content/function, fatty acid oxidation, and glucose homeostasis are well known (Hawley, 2002, Holloszy and Coyle, 1984, Holloszy et al., 1998). Indeed, muscle activity is important to counteract disease progression in diabetes, obesity, and metabolic syndrome. Here we have found that TFEB is a major regulator of glucose homeostasis and mitochondrial biogenesis to provide the energetic support to maintain muscle contraction. Our in vivo data show that the absence of TFEB causes accumulation of morphologically abnormal and dysfunctional mitochondria that display impairment in respiratory chain complex II activity and proton leakage, leading to a defect in ATP production and exercise intolerance. Conversely, overexpression of TFEB induces mitochondrial biogenesis, improves respiratory chain complex activities, and increases ATP production. These findings are surprising since the documented effects of TFEB are mainly related to lysosomal biogenesis and autophagy regulation.

The positive effects of TFEB on the mitochondrial network in skeletal muscle appear to be independent from PGC1α. We found that TFEB is sufficient to induce the expression of NRF2 and Tfam, two major master regulators of mitochondrial biogenesis in muscle, even in the absence of both PGC1α and PGC1β, and is both sufficient and required for PPARα expression. Therefore, TFEB acts independently of PGC1α to promote oxidation of glucose and lipids, which are critical substrates during the early and late phase of strenuous contraction, respectively. Therefore, TFEB is at least one missing factor that explains why PGC1α is dispensable for exercise and mitochondrial biogenesis (Rowe et al., 2012). Moreover, TFEB directly controls glucose homeostasis via GLUT1/4 expression and insulin sensitivity via nNOS. Indeed, muscle from *TFEB* KO mice showed decreased glucose uptake during EU clamps, nearly completely absent glycogen stores, and reduced AKT phosphorylation under resting conditions. The insulin resistance of the TFEB-deficient fibers prevents glucose oxidation and therefore drives the exercising muscle to use fatty acid oxidation, which consequently blocked pyruvate dehydrogenase (PDH) enzyme (Figure 2A), resulting in lactate accumulation. Altogether, these findings suggest that TFEB is a critical player of metabolic flexibility during physical activity.

In a previous study, we reported that TFEB regulates lipid metabolism in liver, and this effect appears to be mediated, at least in part, by PGC1α (Settembre et al., 2013). Conversely, our findings in muscle show that TFEB is directly involved in mitochondrial function and glucose homeostasis independently from PGC1α. These observations indicate that the networks of genes regulated by TFEB are context specific, for the gene expression profiles have significant tissue-specific changes, supporting distinct tissue-specific metabolic functions.

Calcium signaling is greatly affected by exercise, and the calcium-dependent phosphatase calcineurin is one of the most important players for muscle adaptation to physical activity. We have recently found that exercise triggers TFEB nuclear localization in a calcineurin-dependent fashion (Medina et al., 2015). Calcineurin dephosphorylates TFEB serine residues that play a critical role in determining TFEB subcellular localization and promotes its nuclear translocation (Medina et al., 2015). Importantly, calcium-dependent signaling also modulates exercise-dependent, glucose-related pathways. In fact, muscle-specific transgenic mice that overexpress an activated form of calcineurin show increased glycogen accumulation and lipid oxidation (Long et al., 2007) and upregulation of PGC1α, several glycolytic enzymes, mitochondrial genes, genes related to lipid metabolism, and GLUT4 (Long and Zierath, 2008). Conversely, muscle-specific calcineurin KO mice show exercise intolerance when subjected to exhausting physical activity (Pfluger et al., 2015). Finally, immunosuppression therapy by high-dose treatment with calcineurin inhibitors cylosporin A or tacrolimus (FK-506) has been associated with a higher risk for developing obesity and diabetes in patients (T D Correia et al., 2003). Altogether, these data suggest that calcineurin plays a major role in glucose and lipid metabolism, although the mechanistic insights of these beneficial effects of calcineurin are unknown. Our data suggest that TFEB is a critical calcineurin downstream target that coordinates metabolic adaptations such as glucose uptake and mitochondria function to optimize energy production to sustain muscle contraction.

TFEB not only regulates expression of glucose transporters and critical glycolytic enzymes but also factors that impinge on AMPK regulation, such as nNOS. It was shown that nNOS controls GLUT4 expression in skeletal muscle cells through AMPK activation. In addition, endogenous nNOS is required for the upregulation of AMPK activity by the AMP mimetic, AICAR (Higaki et al., 2001, Lira et al., 2010, McConell et al., 2010).

In summary, our results position TFEB as a central coordinator of insulin sensitivity, glucose homeostasis, lipid oxidation, and mitochondrial function, further emphasizing the importance of this regulatory pathway in the metabolic response to energy-demanding conditions such as physical exercise.

## Experimental Procedures

### Cell Culture, Plasmids, and Transfection Reagent

Detailed information in the Supplemental Experimental Procedures.

### Real-Time PCR

Quantitative real-time PCR analyses were performed on a LigthCycler 480 II (Roche). For detailed information on preparation and gene expression analysis, see the Supplemental Experimental Procedures.

### Generation of Muscle-Specific TFEB KO and Inducible Muscle-Specific Transgenic Mice and In Vivo Experimental Procedures

Detailed information in the Supplemental Experimental Procedures.

### Western Blot Analysis and Antibodies

Total homogenates were prepared in RIPA buffer (50 mM Tris HCl [pH 8], 150 mM NaCl, 1% NP-40, 0.5% sodium deoxycholate, and 0.1% SDS) with the addition of a protease inhibitor cocktail (Roche). Protein concentration was determined by the Lowry method. Aliquots, 50 μg each, were run through an SDS-PAGE and electroblotted onto a PVDF membrane, which was then matched with different antibodies. For the antibodies used in western blot analysis, see the Supplemental Experimental Procedures.

### Biochemical Analysis of Mitochondrial Respiratory Chain Complex

Muscle samples stored in liquid nitrogen were homogenized in 10 mM phosphate buffer (pH 7.4), and the spectrophotometric activity of cI, cII, cIII, and cIV, as well as citrate synthase (CS), was measured as described (Bugiani et al., 2004). Detailed information in the Supplemental Experimental Procedures.

### Morphological Analysis

Histochemical and ultrastructural analyses were performed as described (Sciacco and Bonilla, 1996). Detailed information in the Supplemental Experimental Procedures.

### Isolation of Skeletal Myofibers and Measurements of Mitochondrial Membrane Potential

Muscle fibers were isolated from FDB muscle and mitochondrial membrane potential measured by epifluorescence microscopy on the basis of the accumulation of TMRM fluorescence, as previously described (Lo Verso et al., 2014). Fibers were considered as depolarizing when they lost more than 10% of the initial value of TMRM fluorescence. Imaging was performed with a Zeiss Axiovert 100 TV inverted microscope equipped with a 12-bit digital cooled charge-coupled device camera (Micromax, Princeton Instruments). The results were analyzed with MetaFluor imaging software (Universal Imaging).

### Acute Exercise, Training, and Fatigue Experiments

For acute and chronic exercise studies, 16-week-old mice performed concentric exercise on a treadmill (Biological Instruments, LE 8710 Panlab Technology 2B) with a 10° incline, according to the protocol of exercise previously described (Medina et al., 2015). Total running distance was recorded for each mouse. Detailed information in the Supplemental Experimental Procedures.

### Immunohistochemistry

Detailed information in the Supplemental Experimental Procedures.

### Electron Microscopy

Detailed information in the Supplemental Experimental Procedures.

### Plasma Chemistry Analysis

Blood was collected from the orbital plexus under isoflurane (Vedco) anesthesia. Plasma was frozen in aliquots at −20°C or used immediately after collection. Specific enzymatic kits were used for determination of serum NEFAs (Wako) and lactate (Abcam). Plasma glucose was monitored by a glucometer. Insulin was measured by ELISA (Mercodia).

### Tissue Metabolite Quantification

Detailed information in the Supplemental Experimental Procedures.

### Whole-Body Indirect Calorimetry

Metabolic measurements were performed using an Oxymax indirect calorimetry system (Columbus Instruments) (Zong et al., 2011). Detailed information in the Supplemental Experimental Procedures.

### In Vivo Assessment of Insulin Action and Glucose Metabolism

Four days before the experiment, the mice were anesthetized and an indwelling catheter was introduced into the left internal jugular vein. The mice were fully recovered from the surgery before the in vivo experiments, as reflected by their reaching preoperative weight. After an overnight fast, EU clamps were conducted in conscious mice as previously described (Ayala et al., 2006, Zong et al., 2012). Detailed information in the Supplemental Experimental Procedures.

### ChIP Assays

We performed ChIP assays on adult skeletal muscle overexpressing *TFEB*3XFlag, and on WT muscle as control, by using the ChIP assay kit (Upstate) according to Milan et al. (2015). For immunoprecipitation, we used anti-FLAG antibody (F7425, Sigma-Aldrich). Oligonucleotide primers for amplification of a TFEB binding site on the GLUT1, GLUT4, nNOS, NRF1, NRF2, and TFAM promoters are listed in Table S7.

### Microarray Data Analysis

Detailed information in the Supplemental Experimental Procedures.

### Statistical Analysis

Data are expressed as mean values ± SE. Results were evaluated by repeated-measures ANOVA, multivariate ANOVA (MANOVA), or Student’s two-tailed t test. p < 0.05 was considered statistically significant. In all figures, ^∗^p < 0.05, ^∗∗^p < 0.01, and ^∗∗∗^p < 0.001.

## Author Contributions

G.M., M.S., and A.B. designed the project and experiments and wrote the manuscript. G.M., A.A., and C.V. performed experiments and analyzed and interpreted data. G.M. and A.A. generated transgenic mice. E.V.P., C.L., I.D.M., V.R., H.Z., B.B., F.S., and C.T. contributed to experiments and data collection; P.G. and P.B. provided reagents and discussed data; R.D.C. performed computational analysis; and L.D., S.M., and P.K.S. provided technical expertise. J.E.P., M.Z., M.S., and A.B. discussed, reviewed, and edited the manuscript. M.S. and A.B. supervised the work.

## Figures and Tables

**Figure 1:**
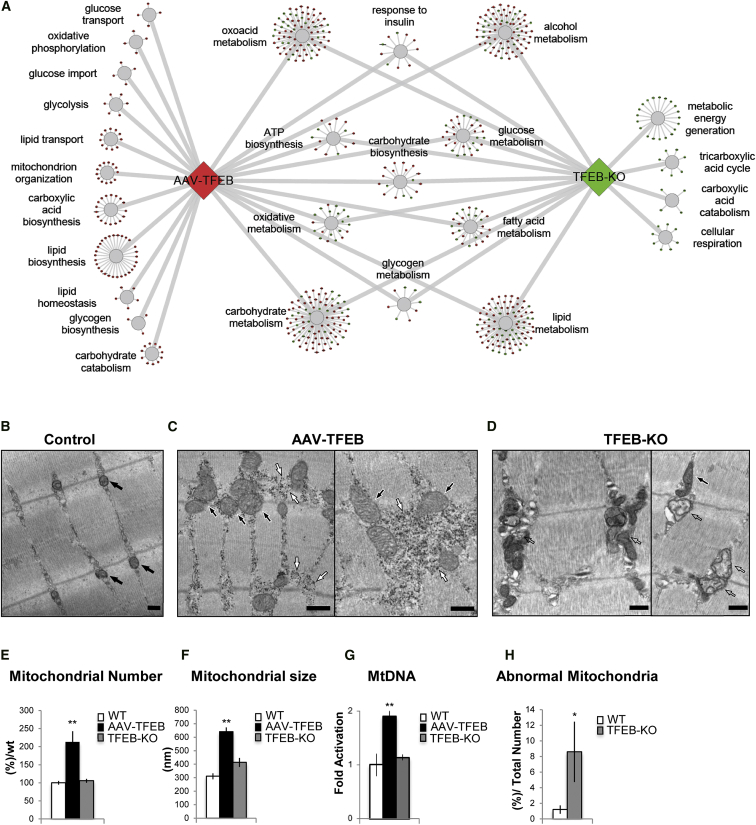
TFEB Induces Mitochondrial Biogenesis (A) Genes involved in lipid and glucose metabolism that were affected by *TFEB* expression are shown in colored circles. The upregulated (red circles) and downregulated genes (green circles) are shown in *TFEB*-overexpressing and *TFEB* KO, respectively. The genes were divided into functional sub-categories. (B–D) EM analysis of skeletal muscles from WT mice transfected with AAV2.1-*GFP* (B) and AAV2.1-*TFEB* (C), and from *TFEB* KO mice (D). Normal mitochondria are indicated by black arrows (B and C), while abnormal mitochondria in *TFEB* KO muscle (D) are indicated by empty arrows. Accumulation of glycogen is shown by white arrows in (C). The scale bars represent 500 nm. (E and F) Morphometrical analyses of mitochondrial number (E) and size (F) in *TFEB*-overexpressing and *TFEB* KO muscles compared to controls. Error bars represent mean ± SE, n = 3; ^∗∗^p < 0.01. (G) mtDNA analysis of muscles infected with AAV2.1-*TFEB* and from *TFEB* KO compared to WT mice. Quantitative real-time PCR of mtDNA copy numbers. Data are shown as mean ± SE, n = 3; ^∗∗^p < 0.01. (H) Quantification of abnormal mitochondria in *TFEB* KO gastrocnemius (GCN) muscles compared to WT muscles. Data are expressed as percentage of abnormal mitochondria on total mitochondria of 16 pictures (for detailed description of the criteria, see Experimental Procedures). Error bars represent mean ± SE; ^∗^p < 0.05.

**Figure 2:**
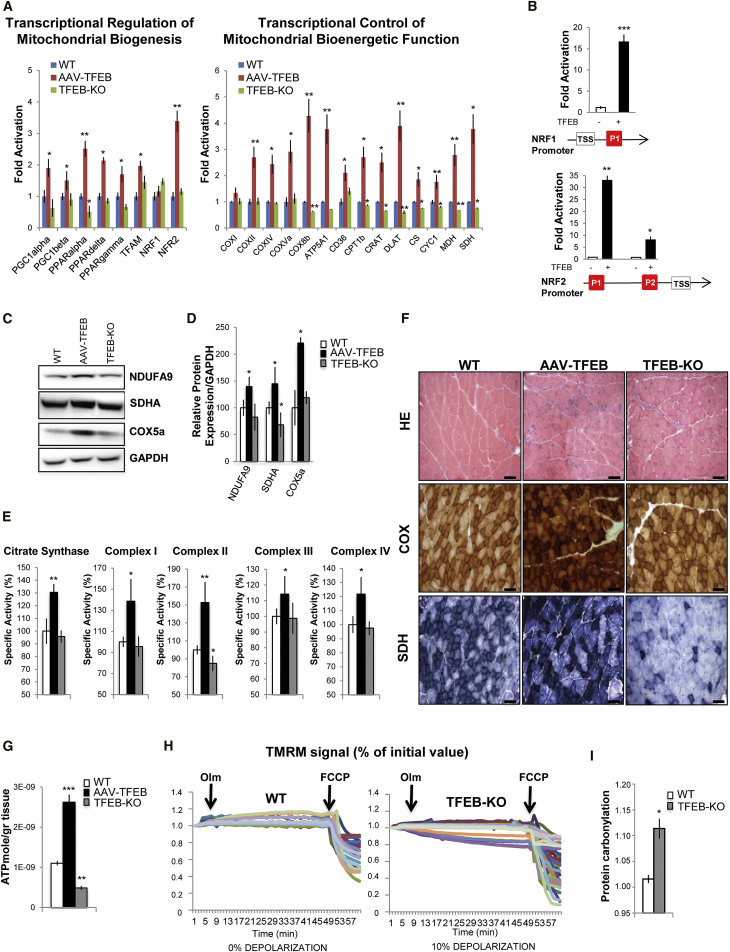
TFEB Regulates Mitochondrial Function (A) Quantitative real-time PCR of genes related to mitochondrial biogenesis and function in muscles of WT (blue bar), *TFEB*-overexpressing (red bar), and *TFEB* KO (green bar) mice. Data were normalized for GAPDH and expressed as fold induction relative to the WT. Data are expressed as mean ± SE, n = 3; ^∗^p < 0.05, ^∗∗^p < 0.01. (B) ChIP analysis in muscles from *TFEB*-overexpressing and WT mice. The CLEAR elements of NRF1 and NRF2 promoters are depicted as red boxes. TSS (transcriptional start site) indicates the first codon. The histograms show the amount of immunoprecipitated DNA as detected by quantitative real-time PCR assay. Data represent mean ± SE of three independent experiments; ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001. (C) Western blots of mitochondrial respiratory chain proteins. Blot is representative of four independent experiments. (D) Densitometric quantification of blots shown in (B). Data are shown as means ± SE (n = 4); ^∗^p < 0.05. (E) Mitochondrial respiratory chain activity in muscles of WT, AAV2.1-*TFEB* transfected, and *TFEB* KO mice. Data are expressed as a percentage relative to the WT. Data are expressed as mean ± SE, n = 4; ^∗^p < 0.05, ^∗∗^p < 0.01. (F) H&E, succinate dehydrogenase (*SDH*), and cytochrome oxidase (*COX*) staining of AAV2.1-GFP, AAV2.1-*TFEB* transfected, and muscles from *TFEB* KO mice. The scale bars represent 100 μm. Magnification, 20×. (G) ATP production rate per gram of tissue from *TFEB*-overexpressing and *TFEB* KO mice compared to controls. Data are shown as means ± SE (n = 5); ^∗∗^p < 0.01, ^∗∗∗^p < 0.001. (H) Mitochondrial membrane potential of myofibers isolated from FDB muscles of WT and *TFEB* KO mice. Where indicated, 6 μM oligomycin or 4 μM FCCP were added. Each trace represents the tetramethylrhodamine methyl ester (TMRM) fluorescence of a single fiber. The fraction of myofibers with depolarizing mitochondria is indicated for each condition. (I) Densitometric quantification of the carbonylated proteins extracted from WT and *TFEB* KO mice. Values are mean ± SEM (n = 4; ^∗^p < 0.05). A representative immunoblot for carbonylated proteins is shown in Figure S3C.

**Figure 3:**
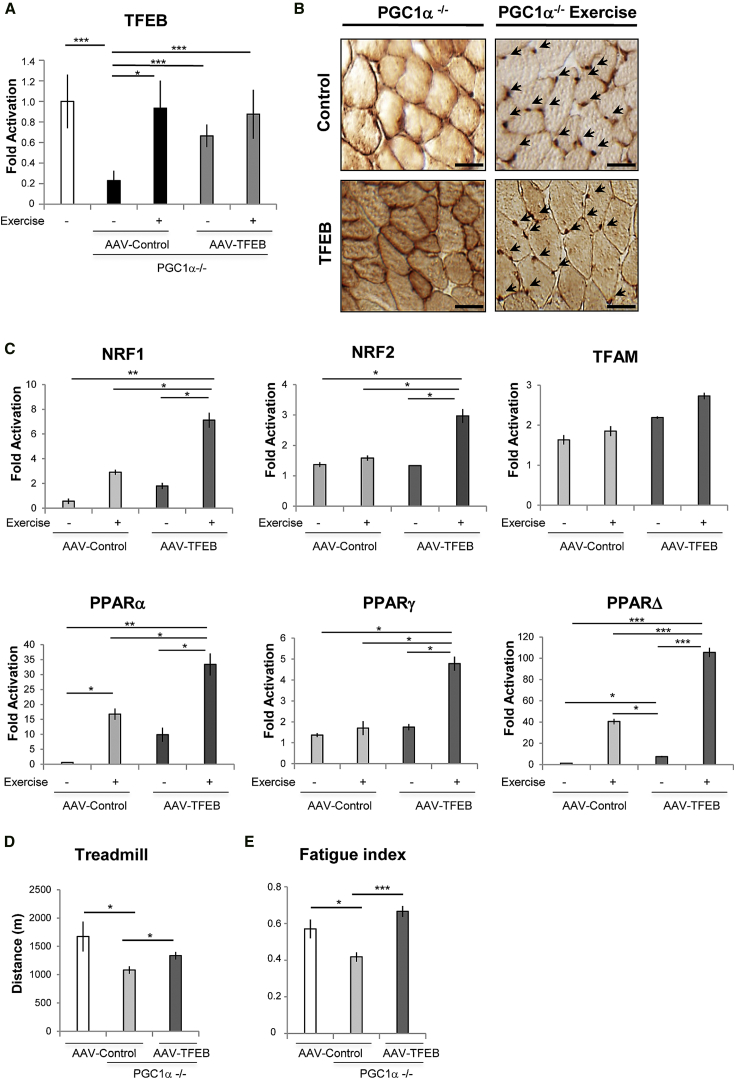
Exercise Induces TFEB Expression and Nuclear Localization in *PGC1α*^−/−^ Muscle (A) TFEB mRNA levels of *PGC1α*^−/−^ muscles infected with AAV2.9 control virus (light gray) or AAV2.9-*TFEB* (dark gray). Data were compared with TFEB mRNA level of WT mice (white). The levels of TFEB were measured in sedentary condition and post-exercise as indicated. Error bars represent mean ± SE for n = 3; ^∗^p < 0.05, ^∗∗∗^p < 0.001. (B) TFEB immunohistochemical analysis of *PGC1α*^−/−^ muscles from sedentary and exercised mice. GCN muscle cryosections were immunostained by using anti-TFEB antibody. Control means endogenous TFEB in muscles infected with AAV2.9 control virus. TFEB means the transgene TFEB in muscles infected with AAV2.9-*TFEB*. Arrows indicate exercise-induced TFEB nuclear localization. The scale bars represent 50 μm. (C) Analysis of genes related to mitochondrial biogenesis in *PGC1α*^−/−^ skeletal muscle infected with AAV2.9 control or with AAV2.9-*TFEB* virus. The mRNA levels were measured before and after acute exercise, as indicated. Data are shown as mean ± SE, n = 3; ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001. (D and E) Muscle fatigue and physical performance are improved by TFEB expression in PGC1α-deficient muscle. (D) The mice were systemically injected with AAV2.9-*TFEB* or AAV2.9 control virus. After 3 weeks from the virus injection, mice were subjected to run until exhaustion, as described in the Experimental Procedures. Data are shown as mean ± SE, n = 6; ^∗^p < 0.05. (E) Soleus muscles were transected by intramuscular injection of AAV2.1-*TFEB* or AAV2.1 control virus, which resulted in 100% transfection efficacy. Index for fatigue means tetanic muscle force generated after 100 s of stimulation divided by the maximal tetanic tension produced during the fatigue protocol. Data are shown as mean ± SE, n = 4; ^∗^p < 0.05, ^∗∗∗^p < 0.001.

**Figure 4:**
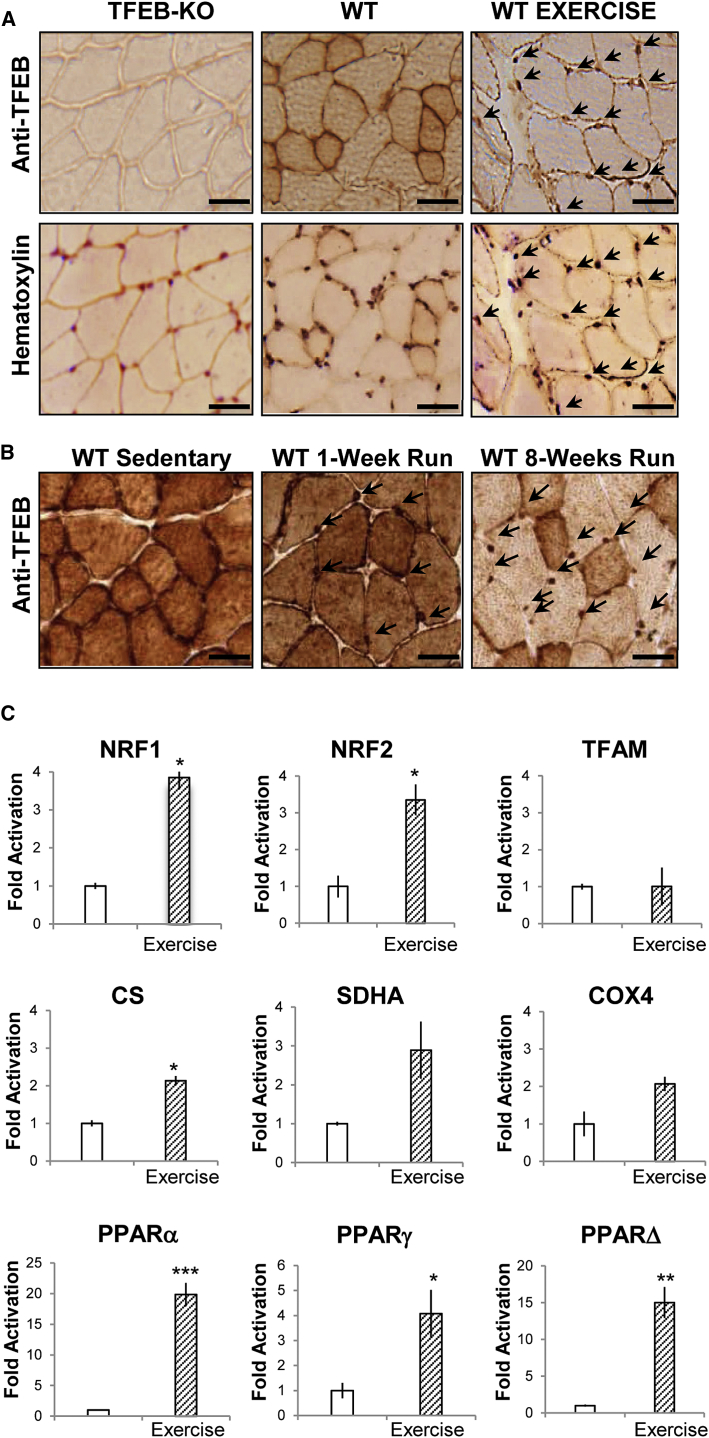
Exercise Induces TFEB Nuclear Translocation (A) GCN tissue sections of *TFEB* KO and WT mice were immunostained with anti-TFEB antibody and counter-stained with hematotoxylin as indicated. Arrows indicate nuclear localization of endogenous TFEB in WT mice after an acute bout of exercise. The scale bars represent 50 μm. (B) Endogenous TFEB was immunostained in muscle cryosections of sedentary, 4 days mild exercised, and 7 weeks intense trained WT mice. Arrows indicate TFEB nuclear localization. (C) Expression analysis of genes related to mitochondrial biogenesis and mitochondrial respiratory chain in WT skeletal muscle before and after acute exercise. Data are shown as mean ± SE, n = 3; ^∗^p < 0.05, ^∗∗^p < 0.01.

**Figure 5:**
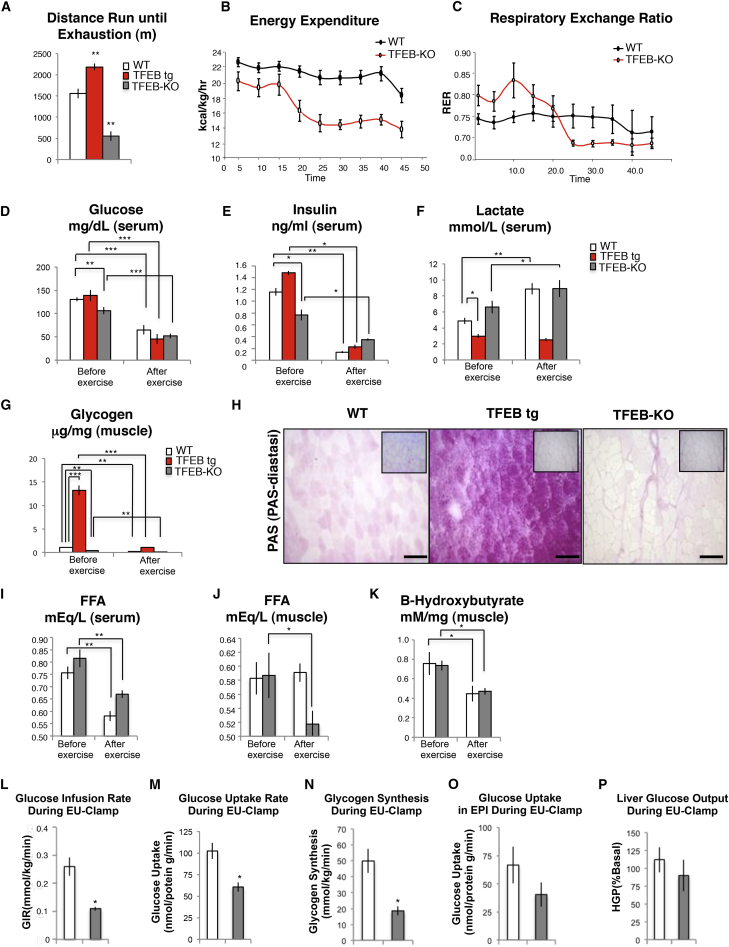
TFEB Controls Energy Balance in Skeletal Muscle (A) High-intensity exhaustive exercise. To determine exercise capacity, mice were run on a treadmill. During high-intensity exercise, transgenic mice (red) ran more, while *TFEB* KO mice (gray) ran half as much as WT mice (white). Data are shown as mean ± SE, n = 10; ^∗∗^p < 0.01. (B and C) Energy expenditure (B) and RER (C) were determined during exercise in *TFEB* KO and WT mice. The mice ran at a fixed speed of 10 m/min and an incline of 20°. The figure shows the mean RER measured at peak oxygen consumption. Data were transformed by Blom’s method to obtain both normally distributed data and normally distributed residual. Two-way ANOVA was used for comparison of RERs in the two groups during the entire resting period, whereas t test was used for comparison of individual time points, n = 8. (D–F) Blood and muscle metabolites before and after high-intensity exercise in WT (white), TFEB transgenic (red), and *TFEB* KO mice (gray). Data are shown as mean ± SE, n = 8; ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001. (G) Enzymatic quantification of muscle glycogen before and after high-intensity exercise in WT (white), TFEB transgenic (red), and *TFEB* KO mice (gray). Data are shown as mean ± SE, n = 8; ^∗∗^p < 0.01. (H) Periodic acid-Schiff (PAS) staining of cryosections from AAV2.1-*GFP*, AAV2.1-*TFEB* transfected, and *TFEB* KO mice. Inserts show PAS staining after glycogen breakdown. The scale bars represent 100 μm. (I and J) Quantitative analysis of serum (I) and muscle (J) NEFA before and after high-intensity exercise in *TFEB* KO (gray) and WT mice (white). Data are shown as mean ± SE, n = 8; ^∗^p < 0.05, ^∗∗^p < 0.01. (K) Enzymatic quantification of B-hydroxybutyrate before and after high-intensity exercise in *TFEB* KO (gray box) and WT mice (white box). Data are shown as mean ± SE, n = 8; ^∗^p < 0.05. (L) TFEB ablation results in a decreased rate of insulin-stimulated GIR. EU clamps were used to assess whole-body insulin sensitivity by determining the GIR required to maintain euglycemia in WT (white) and *TFEB* KO (gray) mice. Data represent the means ± SE from five to six individual mice per group; ^∗^p < 0.05. (M) TFEB deletion results in a reduction of insulin-stimulated glucose uptake in muscle. Insulin-stimulated glucose uptake into muscle tissues was determined by 2-deoxy-d-[1-^14^C]glucose injection during the last 35 min of insulin infusion during the EU clamp. These data represent the means ± SE of five to six mice per group; ^∗^p < 0.05. WT, white; *TFEB* KO, gray. (N) The amount of glucose conversion to glycogen in GCN muscles from WT (white) and *TFEB* KO (gray) mice was determined during the EU clamp by infusion of [3-^3^H]glucose. Data represent the means ± SE from five to six mice per group; ^∗^p < 0.05. (O and P) *TFEB* KO mice do not show any significant difference in glucose homeostasis of liver or adipose tissue. (O) Glucose uptake into adipose tissue (EPI) and (P) insulin suppression of hepatic glucose output (HGP, liver) were determined during the EU clamp by infusion of 2-deoxy-d-[1-^14^C]glucose or [3-^3^H]glucose infusion into WT mice (white) and *TFEB* KO (gray) mice. These data represent the means ± SE from five to six mice per group.

**Figure 6:**
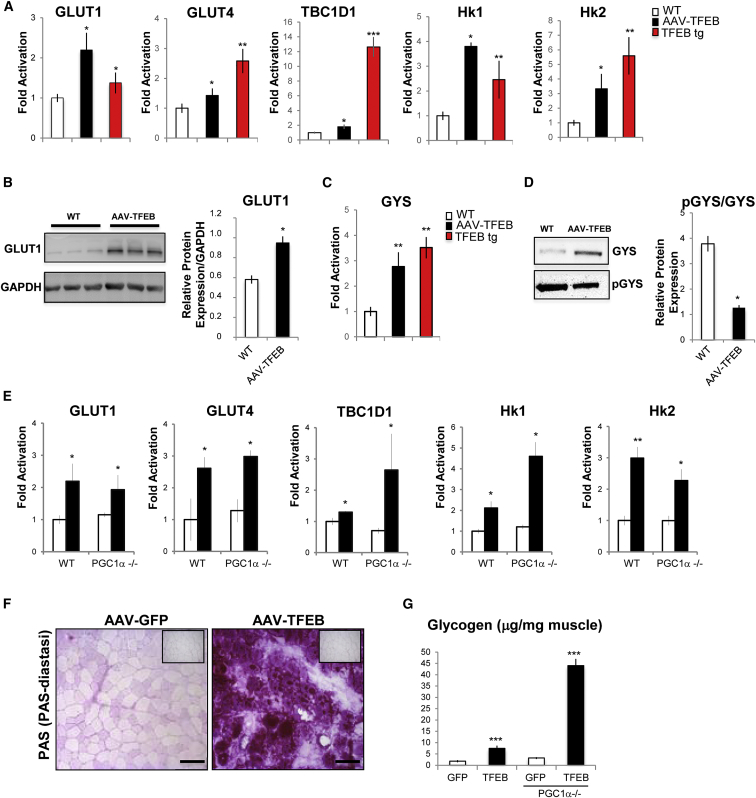
TFEB Controls Genes Related to Glucose Metabolism (A and C) Quantitative real-time PCR of glucose uptake and glycogen biosynthesis-related genes in GCN muscles infected with AAV2.1-TFEB (black bar) and in TFEB transgenic muscles (red bar) compared with WT (white bar) muscles. Data were normalized for GAPDH and expressed as fold induction relative to the WT. Data are shown as mean ± SE, n = 3; ^∗^p < 0.05, ^∗∗^p < 0.01. (B) Western blot of GLUT1 and densitometric quantification. Values are normalized for GAPDH; ^∗^p < 0.05. (D) Western blot analysis of total and phosphorylated GYS from extracts of GCN. Representative blot images are shown (left panel). Densitometric quantification is depicted on the right panel. Data are shown as mean ± SE, n = 3; ^∗^p < 0.05. (E–G) TFEB regulates glycogen synthesis independently of PGC1α. (E) Quantitative real-time PCR of genes related to glucose uptake and glycogen biosynthesis in *PGC1α*^−/−^ and WT mice that were infected with AAV2.1-*GFP* (white) or AAV2.1-*TFEB* (black). Data are shown as mean ± SE, n = 3; ^∗^p < 0.05, ^∗∗^p < 0.01. (F) PAS staining of cryosections from *PGC1α*^−/−^ muscles that were transfected by AAV2.1-*GFP* or AAV2.1-*TFEB*. The scale bars represent 100 μm. (G) Enzymatic quantification of basal glycogen levels in *PGC1α*^−/−^ and WT muscle, infected with AAV2.1-*GFP* (white) or AAV2.1-*TFEB* (black).

**Figure 7:**
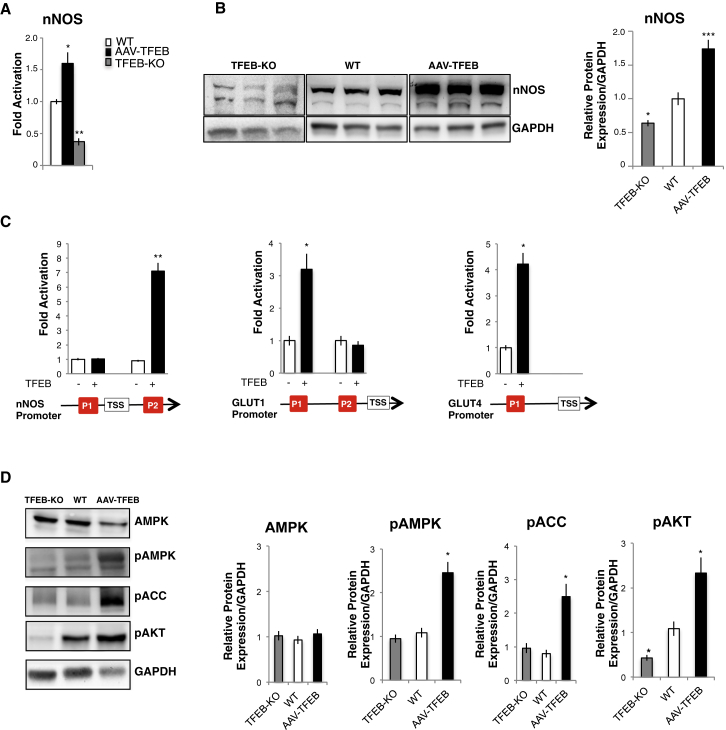
TFEB Also Controls Glucose Uptake via Regulation of AMPK Signaling Pathways (A) Quantitative real-time PCR of nNOS transcript in WT (white bar), *TFEB*-overexpressing (black), and *TFEB* KO muscles (gray). Values are expressed as fold induction compared to controls. Data are shown as mean ± SE, n = 8; ^∗^p < 0.05, ^∗∗^p < 0.01. (B) Western blot of nNOS and densitometric quantification. Value are normalized for GAPDH; ^∗^p < 0.05; ^∗∗∗^p < 0.001. (C) ChIP analyses of muscles from TFEB transgenic and WT mice on nNOS, GLUT1, and GLUT4 promoters. The histograms show the amount of immunoprecipitated DNA as detected by quantitative real-time PCR assay. Data represent mean ± SE of three independent experiments; ^∗^p < 0.05. (D) Western blot of AMPK, PAMPK, PACC, and PAKT performed on protein extracts from GCN muscles of AAV2.1-*TFEB* transfected, *TFEB* KO, or WT mice. Representative images (left) and densitometric quantification (right) are shown; ^∗^p < 0.05.

How the deposited data were processed for this re-analysis (not part of the article)

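Gene expression was measured in the muscle of 3 WT and 3 TFEB KO mice aged 1 month, with 1 Affymetrix array per mouse. The labels call the arrays of a group biological replicates, from separate mice. The authors made the deposited log2 values, 1 per probe set and array, from the scanned arrays with RMA through the R package affy. The versions and settings are not given in the sources used here. That the values are on the log2 scale was checked on the deposited values against the ratios of Table S2. The paper's statistical section names repeated-measures ANOVA, MANOVA and the two-tailed test of Student for the whole study, and the legend of Table S2 gives an FDR threshold, but the paper's text does not name the test behind that FDR and refers for the analysis of the arrays to Supplemental Experimental Procedures, which were not used here.

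Of 22690 probe sets, 64 Affymetrix controls were left out and 22626 were tested. Probe sets were named by the platform annotation, and 20351 of the 20380 with 1 gene symbol were found by Entrez ID in the table of RefSeq genes, which changed 0 symbols. The groups were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment and an adjusted p threshold of 0.05. Lists of genes were compared with camera of the same package at a preset correlation of 0.01, adjusted over 40 lists, and with an estimated correlation and with fry as alternatives. Tables were handled and drawn with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6 and matplotlib 3.10.9. The arrays do not give a depth, and their number limits the precision.

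The genes named in the text were chosen by a rule. It takes the 10 largest rises and the 10 largest falls among genes past the test whose groups do not overlap, the 30 genes that the study names in its text, Figure 2A or Figure 7 (29 have a probe set of their own, and Cpt1b has none), and up to 4 called genes of each list, or the 2 with the smallest p where 0 are called. It names 123 genes. The rule, the lists, the tests and the other settings were written before the data were examined, but the first part of Table S2, with its values, had been seen by then. Araf, Nudt19, Fabp4, Habp4, Slc25a15, Lyz1, Lyz2, Csf1r, Col1a1, Col1a2 and Dcn fall outside the rule and were named after their values were seen. The lists cover mitochondria, glucose and lipid metabolism, lysosome and autophagy, fiber types, stress responses, and markers of the other cells of muscle tissue. The genes of Tables S3 and S6 were read from the supplementary tables and counted, with no set test, since the study chose them on these arrays.

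The tests were tried on simulated data for this comparison, 5 runs of 22626 probe sets with 200 changed in each. Each run also moved 5 lists of 20 probe sets by -0.5. Calls among these lists count as true in the shares of false calls below. Limma recovered 15.8% of changes of 0.5 on the log2 scale, 89% of changes of 1 and 99.1% of changes of 2, and 4.3% of its calls were false. These data were drawn from limma's own model of the spread, in place of a first scheme whose output had been seen, and so favor limma. The methods' t-test after adjustment recovered 2.1%, 19.4% and 64.8%, with 7.8% false, and a regularized t-test recovered 45.4%, 98.5% and 100%, with 19.8% false. Camera and fry each found 25 of 25 lists moved by -0.5 and called 0 of 175 others. The simulation models the spread of single probe sets and does not test lists whose genes vary together. In the real lists the estimated correlation reached 0.78 for macrophage markers and 0.93 for slow fibers. The 0 of 175 therefore does not give the share of false calls among the real lists.

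The other settings, fixed before the data were examined, were a second quantile normalization, a shift to the same 75th percentile, dim probe sets left out, trended and robust moderation, array weights, the replicate number as a block, the methods' t-test, a minimum of 1.5-fold, control probe sets kept, each array left out in turn and the mean of all probe sets of a gene. A regularized t-test was added after the data and Table S2 had been seen, and 15 combinations of its settings were scored against that table. The tests of explanations for cell types and fibers were written after the values were seen, 2 of them on added lists of macrophage and fiber genes drawn up without looking up the values of their genes, of which 35 of 40 and 42 of 59 genes have a probe set of their own and 26 of the 42 lie below saturation. A planned search for CLEAR motifs was not run. Tables S4 and S5 and the arrays of TFEB-overexpressing muscle were not used here.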

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

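The splits of the arrays and the lists below were set before the data were examined. The first part of Table S2, with its values, had been seen by then. The tests of explanations and the condition that the TFEB KO arrays lie apart from the WT arrays were chosen after the values were seen. So were the added lists of macrophage and fiber genes.

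Of 20 lists of genes outside those the study discusses, 9 differed between TFEB KO and WT muscle by camera with a preset correlation, and 0 of them with an estimated one. Macrophage markers had a median log2 fold change of 1.07. Endothelial markers lay at -0.61, tendon and cartilage markers at -0.64, Schwann cell and myelin markers at -0.31, and smooth muscle and pericyte markers at -0.35. Genes of the heat shock response lay at 0.47, glucocorticoid-responsive genes at 0.51, and genes of embryonic and regenerating fibers at 0.42. Immediate early genes lay at 0.32, a call lost without WT 2 (adjusted p = 0.208), KO 2 (0.0789) or KO 3 (0.143). Their median against the WT mean was 0.45 in KO 2 and 0.50 in KO 3. KO 1 did not share the rise: at -0.004 it lay below WT 1 (0.08) and WT 3 (0.05), though above WT 2 (-0.17).

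In the real grouping of the 6 arrays 361 probe sets passed the test, against 0 in the highest of the other 9 groupings, and 15 gene lists passed, against 13 in the highest other. In both counts 1 of 10 groupings, the real one, reached its own value, and 10 groupings are too few for a share under 0.05. Every other grouping also puts WT and TFEB KO arrays together in each group. A real difference then adds to the spread within groups, so these counts do not show what chance alone would give.

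The first pattern is that macrophage markers were higher and endothelial markers lower. A lower share of fiber RNA would raise markers of every other cell type, and the endothelial median of -0.61 (quartiles -0.80 to -0.44) argues against it as the whole cause. More macrophage RNA in the KO muscle is a candidate explanation, as a hypothesis: 35 other genes that macrophages and other leukocytes express, outside the marker list and all other lists, had a median of 0.44 (quartiles 0.28 to 0.95), with 6 called higher and 0 lower, and their median in every KO array lay above that in every WT array, though only 6 of them lie above the median of the WT arrays in WT muscle. The brightest markers were Lyz1 at a mean log2 value of 11.51 (log2 fold change 1.41), Lyz2 at 10.64 (1.45) and Csf1r at 9.42 (0.63, adjusted p = 0.29), though brightness depends on the probes as well, and of the 29 markers, 0 are in another list or in Tables S3 and S6, and 16 lie above that median. Whether more cells or more RNA per cell, with or without an effect of TFEB loss, lies behind it was not tested.

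The second pattern is that tendon and myelin genes were lower. Less tendon and nerve in the dissected KO muscle would lower matrix genes as well, and the fibroblast and matrix list had a median of 0.23 (quartiles -0.11 to 0.57), with array medians against the WT mean of 0.64 in KO 1, -0.04 in KO 2 and -0.09 in KO 3. Without KO 1, 3 genes of the list were called lower and 0 higher. Of genes abundant in tendon, the log2 fold change of Col1a1 was -0.82 (adjusted p = 0.19) and that of Col1a2 -0.74 (adjusted p = 0.14), while that of Dcn was 0.26 (adjusted p = 0.25), and since fibroblasts of the muscle also make these genes, the explanation stays open. A biological effect of the knockout on these tissues stays open and was not tested.

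The third pattern is that metabolic genes of Table S3 were lower. Dilution of fiber RNA by RNA of other cells, as the whole cause, would lower all genes that fibers alone express by about their median of -0.41. The study chose the genes of Table S3 as lower on these arrays, which by itself lowers that median. In contrast, 26 genes that fibers alone express had a median of -0.12 (quartiles -0.32 to 0.13). They lie more than 2 log2 units below the brightest value, where the fast fiber list does not. This argues against dilution by as much as -0.41, though the choice of genes alone could open part of the gap. The median of the 26 genes was lower in every KO array than in every WT array, so that dilution by a smaller amount stays open. Fewer slow fibers in the sampled KO muscle would lower the slow fiber list, and its median was -0.58 (quartiles -0.80 to -0.43). On that list WT 3 at -0.74 lay among the TFEB KO arrays. The medians of WT 3 for carbohydrate (0.011), glucose (0.045), lipid (0.017) and oxidative metabolism (-0.0057) lay far above the -0.44 to -0.31 of the KO arrays. The study chose these genes as lower in KO muscle on the same arrays. That choice largely sets such a gap, so it cannot decide on the explanation. WT 3 was the lowest WT array for ATP biosynthesis (-0.19) and carboxylic acid catabolism (-0.097), though above every KO array in both. Lists fixed in advance went both ways. WT 3 lay above every KO array for the tricarboxylic acid cycle (-0.017 against -0.29 to -0.20) and mitochondrial dynamics (-0.019 against -0.31 to -0.17). It did so for complex II too (0.005 against -0.26 to -0.16). Of the genes of these lists, 6, 3 and 1 are in Tables S3 or S6. In the fatty acid oxidation list, WT 3 (-0.099) lay below KO 3 (-0.089). The explanation stays open, as WT 3 is 1 array and the study chose the genes of Table S3 on the same arrays. An effect of TFEB loss on these genes is among the open explanations and cannot be told apart from fewer slow fibers with 3 arrays a group.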

How the results depend on the processing

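All settings but the regularized t-test were fixed before the data were examined, but after the first part of Table S2 had been seen. The cause of each change below was not tested unless the number of arrays or tests itself gives it. Of 122 named genes besides Tfeb, 44 were called, and all 44 kept their direction in every setting fixed in advance. Of these, 28 were called in every such setting other than the methods' t-test after adjustment, the fold minimum and left-out arrays, and 6 with each array left out. The replicate number as a block lost 11 of the calls and the mean of all probe sets of a gene lost 8. The 75th percentile shift lost 3, trended and robust moderation 3 and array weights 2. The log2 fold change of Tfam, not called, turned from 0.022 to -0.016 after a second quantile normalization. With control probe sets kept, 169 probe sets were higher and 191 lower, and no call of a named gene changed. The precision of each value is limited by the number of arrays, and a probe set near the background or near saturation has a compressed change. The planned motif search was not run.

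Main counts were 170 higher and 191 lower probe sets, 126 and 152 genes, and 7 and 6 genes of Tables S3 and S6. A second quantile normalization gave 13 and 12 genes of these tables, an adjusted p of 0.044 for the mitochondrial ribosome and of 0.036 for neutrophil markers. Without dim probe sets there were 14 and 12, the median of the lipid metabolism category was -0.37, and immediate early genes were at 0.107. Trended and robust moderation gave 16 and 13. Array weights gave 296 lower probe sets, 235 lower genes, 15 and 12. A minimum of 1.5-fold gave 127 lower probe sets, 98 lower genes and 3 genes of Table S6. The methods' t-test gave 1338 and 1944 probe sets, 1011 and 1497 genes, and 41 and 36 genes of the tables without adjustment, and 0 and 1, 0 and 1, and 0 and 0 after it, when Tfeb at -1.58 was not called. The mean of all probe sets per gene gave 19 and 14, medians of -0.43 for carbohydrate, -0.42 for glycogen, -0.43 for glucose, -0.44 for fatty acid and -0.42 for oxidative metabolism, -0.48 for carbohydrate biosynthesis, -0.44 for the tricarboxylic acid cycle and -0.44 for cellular respiration, and an adjusted p of 0.018 for denervation and 0.018 for the unfolded protein response. The regularized t-test, added after the data were seen, gave 582 and 566 probe sets, 433 and 427 genes, and 38 and 36 genes of the tables.

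With the replicate number as a block (replicate block), 124 probe sets and 101 genes were lower and 2 genes of Table S6 were called, and fibroblast and matrix genes (0.030) and adipocyte markers (0.048) passed. The numbers are shared labels only: deviations of same-numbered arrays correlated at 0.09, 0.05 and 0.27, and 4 of 6 arrays correlated best with their own number.

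With an estimated correlation 0 of the 15 called lists passed. The adjusted p was 0.245 for complex II, 0.225 for the tricarboxylic acid cycle, dynamics, embryonic fibers, glucocorticoid-responsive genes and smooth muscle, 0.647 for fatty acid oxidation, 0.416 for atrophy, 0.584 for slow fibers, 0.101 for heat shock, endothelium, Schwann cells and tendon, 0.533 for immediate early genes and 0.227 for macrophages. The estimated correlation was 0.93 for slow fibers and 0.78 for macrophages. It was -0.068 for tendon, -0.015 for Schwann cells, -0.133 for complex II and 0.047 for dynamics. For those with low values, the lost call does not show that the genes vary together. With fry, fatty acid oxidation (0.274), atrophy (0.123), slow fibers (0.313), glucocorticoid-responsive genes (0.0557) and immediate early genes (0.313) did not pass, and glycogen metabolism (0.026) did.

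With 1 array left out, with fewer arrays in each test, 17 to 235 probe sets were higher and 4 to 203 were lower, as were 14 to 176 and 4 to 158 genes, 0 to 6 genes of Table S3 and 0 to 2 of Table S6. Only without KO 1 were the counts of probe sets above the main ones, at 235 and 203. Without the other arrays the counts were 17 and 4 (WT 1), 35 and 25 (WT 2), 38 and 42 (WT 3), 30 and 14 (KO 2), and 53 and 40 (KO 3). The log2 fold change of Tfam ran from -0.065 to 0.094, the log2 fold change of Gabpa from -0.066 to 0.18 and the log2 fold change of Hk1 from -0.25 to 0.0092, none of them called. Category medians ran from -0.45 to -0.35 for lipid metabolism, -0.39 to -0.30 for oxidative metabolism and -0.44 to -0.38 for carbohydrate biosynthesis. Adjusted p-values ran from 0.0371 to 0.181 for the unfolded protein response (passed without WT 1 or KO 1), 0.00636 to 0.232 for neutrophils (without WT 1 or KO 3), 0.00569 to 0.408 for fibroblast and matrix genes (without WT 1, KO 2 or KO 3), 0.0159 to 0.427 for adipocytes (without KO 2 or KO 3), 0.0257 to 0.313 for the lysosome (without WT 2 or KO 2), 0.00104 to 0.42 for lipid synthesis (without KO 1) and 0.0474 to 0.186 for sex-linked genes (without KO 2). They ran from 0.0159 to 0.0997 for complex II (lost without WT 2, WT 3, KO 1 or KO 2), 0.00282 to 0.164 for fatty acid oxidation (lost without WT 2 or KO 1) and 9.66e-04 to 0.208 for immediate early genes (lost without WT 2, KO 2 or KO 3).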

Differences from the paper's values

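The regularized t-test below was chosen after the values were seen. All other settings were planned before the data were examined, but after the first part of Table S2 had been seen.

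The paper's text gives 496 genes higher in TFEB KO muscle and 458 genes lower in TFEB KO muscle, where 126 and 152 were counted here at an adjusted p under 0.05, the threshold that the legend of Table S2 states. The counts of genes here take in any gene with at least 1 probe set past the test. The copy of Table S2 used here holds the first 1998 of the 22690 rows, and in them 582 probe sets are called higher and 567 lower by the paper, against 170 and 191 here. Of the probe sets that the paper calls, 360 were also called here and 789 were not, and 1 was called here alone. Under every setting fixed in advance for them, which leaves out the mean of all probe sets per gene, the counts of genes and of probe sets differed from the paper's by more than 1.5 times both ways. The methods' t-test gave 1011 and 1497 genes and 1338 and 1944 probe sets without adjustment, and 0 and 1 of each with it. A regularized t-test, in which each group's SD is combined with those of probe sets of similar level, with a prior weight of 9 and 20 degrees of freedom, gave 433 and 427 genes and 582 and 566 probe sets, but it was chosen after the values were seen as the closest of 15 combinations scored against Table S2, and it drops 1 of the paper's 1149 called probe sets. The 15 combinations gave 0 to 674 higher and 0 to 671 lower probe sets, and 6 of them lay within 1.5 times of the paper's counts both ways. Over the part of Table S2 used here, the logarithm of its adjusted p correlated with that of the table's FDR at 0.99999 (Pearson, across probe sets, which are not independent replicates), and those of the other combinations at 0.30 to 0.99992. The combination was picked by this value, which is therefore not independent evidence, and which test the paper used is not given in the sources used here. Of 92 named genes in the part of Table S2 used here, 0 had a log2 fold change of another sign or one that differs by more than the larger of the SDs of the groups here, and the largest gap was 0.22.

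The paper gives the genes of Table S3 as inhibited, and of 59 measured 52 did not pass the test here, though 57 lay below 0. Of 47 measured genes of Table S6, 41 did not pass and 46 lay below 0. Genes of the tables called here numbered 7 and 6, against 13 and 12 after a second quantile normalization, 14 and 12 without dim probe sets, 16 and 13 with trended and robust moderation, 15 and 12 with array weights, 8 and 6 with the 75th percentile shift, 19 and 14 with the mean of all probe sets, 41 and 36 with the methods' t-test without adjustment, and 38 and 36 with the regularized t-test chosen after the values were seen. They numbered 7 and 6 with control probe sets kept, 6 and 2 with the replicate number as a block, 6 and 3 with a minimum of 1.5-fold, 0 and 0 with the methods' t-test after adjustment, and 0 to 6 and 0 to 2 with 1 array left out.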

Other observations

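The values of this part come from comparisons planned before the data were examined, but after the first part of Table S2 had been seen. The exception is the counts of the regularized t-test, which was added after the data and Table S2 had been seen. No hypothesis was tested here.

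Of 11 genes of muscle atrophy, 0 were called by limma (4 higher at an unadjusted p under 0.05, 3 when adjusted over the list alone, 0 by the methods' t-test after adjustment and 2 by the regularized t-test). The list's median log2 fold change was 0.27 (adjusted p = 3.0e-04 from camera, adjusted p = 0.416 with an estimated correlation), with Gadd45a at 0.69 (adjusted p = 0.061) and the cell cycle inhibitor Cdkn1a at 1.31 (adjusted p = 0.10). Its median against the WT mean was 0.28 in KO 2 and 0.40 in KO 3. In KO 1 it was 0.04, close to the 0.02 of WT 3, the highest WT array. Denervation genes went both ways: Myog rose, Chrne, the adult acetylcholine receptor subunit, fell by 0.66 (adjusted p = 0.029), and 8 of 10 did not pass (4 higher and 1 lower when adjusted over the list alone), with a list p of 0.12. Chrne lost its call without any array but KO 1 (adjusted p = 0.060 to 0.11), and Myog likewise (0.055 to 0.089). Per3 was the only one of 13 clock genes past the test, and fell by 0.95 (adjusted p = 0.031, 1 when adjusted over the list alone, list p 0.27), a call lost without any array but WT 2 (0.053 to 0.13). Its dimmer probe sets lay at -0.16 (adjusted p = 0.60) and -0.51 (adjusted p = 0.13). Of 14 antioxidant genes 1 fell, Gstm2 (2 when adjusted over the list alone), a call lost without WT 1 or KO 2, with 2 others higher without KO 1 and a median of 0.13 (adjusted p = 0.49).

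Genes of the lysosome and of autophagy, programs known as TFEB targets, did not pass. Of 40 lysosomal genes limma called 0 (7 higher and 2 lower at an unadjusted p under 0.05, 0 when adjusted over the list alone, 0 by the methods' t-test after adjustment, 4 higher by the regularized t-test), with a median of 0.06 (adjusted p = 0.091, or 0.0257 without WT 2 and 0.0379 without KO 2). Ctsf lay at -0.38 and Atp6v1h at 0.45. Of 27 genes of autophagy and mitophagy it called 0 (1 higher and 2 lower unadjusted, 0 by each other count), with a median of -0.01 (adjusted p = 0.84). Limma called 0 of 18 immediate early genes (4 higher and 2 lower unadjusted, 2 and 1 when adjusted over the list alone, 2 and 2 by the regularized t-test, adjusted p = 0.035 for the list, adjusted p = 0.533 with an estimated correlation, 0.208 without WT 2, 0.0789 without KO 2 and 0.143 without KO 3). It called 0 of 11 genes of the unfolded protein response (3 and 1 unadjusted, 2 and 1 over the list alone, 1 and 0 by the regularized t-test, median 0.15, adjusted p = 0.082, or 0.0371 without WT 1 and 0.0479 without KO 1) and 0 of 11 interferon targets (0 by each other count, median 0.04, adjusted p = 0.47).

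Among markers of other cells, limma called 0 of 12 neutrophil markers (3 higher unadjusted and 3 over the list alone, median 0.05, adjusted p = 0.078, or 0.00636 without WT 1 and 0.0367 without KO 3), with Lcn2 at 0.96 (adjusted p = 0.051). It called 0 of 14 lymphocyte markers (1 higher unadjusted and 1 over the list alone, median 0.11, adjusted p = 0.33), 0 of 18 genes of fibroblasts and matrix (6 higher and 2 lower unadjusted, 0 over the list alone, median 0.23, adjusted p = 0.078, or 0.00913 without WT 1, 0.00632 without KO 2 and 0.00569 without KO 3), 0 of 9 adipocyte markers (0 by each other count, median 0.38, adjusted p = 0.21, or 0.0233 without KO 2 and 0.0159 without KO 3), 0 of 3 erythroid markers (0 by each other count, median -0.06 with a test that pointed up, adjusted p = 0.99) and 0 of 4 sex-linked genes (2 higher unadjusted, 0 over the list alone, median 0.16, adjusted p = 0.084, or 0.0474 without KO 2). The methods' t-test after adjustment called 0 in each of these 6 lists, and the regularized t-test called 3, 1, 3, 0, 0 and 0 higher and 0, 0, 2, 0, 0 and 0 lower. Without KO 1, limma called 2 atrophy genes, 1 lysosomal gene, 2 immediate early genes, 2 genes of the unfolded protein response and 3 neutrophil markers as higher, and 3 genes of fibroblasts and matrix and 1 adipocyte marker as lower. The adipocyte list had medians against the WT mean of 1.03 in KO 1, -0.06 in KO 2 and -0.26 in KO 3. Of the TFEB KO arrays, only KO 1 thus lay above the WT mean. Adipoq read 11.90 in KO 1, the array that stands apart on the second principal component at 25.38.

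The paper measured several genes of the TFEB KO muscle by PCR or immunoblot, and their array values follow. By PCR it gives PPARα as lower, and PGC1α, PGC1β and the other PPAR genes as unaffected. It also gives genes of the respiratory chain and of the tricarboxylic acid cycle as reduced. By immunoblot it gives SDHA protein as lower, and NDUFA9 and COX5a protein as unaltered. Ppara was at -0.65 (standard error 0.15, adjusted p = 0.078), Ppargc1a at -0.49 (adjusted p = 0.24), Ppargc1b at -0.46 (adjusted p = 0.11), Ppard at -0.20 (adjusted p = 0.49) and Pparg at 0.29 (adjusted p = 0.44), each above the threshold. Tfam was at 0.02 (adjusted p = 0.95), Nrf1 at -0.13, Gabpa at 0.07 and Nfe2l2 at 0.21. Of the respiratory and other mitochondrial genes, Sdha was at -0.15 (adjusted p = 0.53), Ndufa9 at -0.15 (adjusted p = 0.47), Cox5a at -0.10 (adjusted p = 0.595), Cox4i1 at -0.10, Cox8b at -0.33, Atp5a1 at -0.31, Cyc1 at -0.26, Mdh2 at -0.28, Dlat at -0.37 (adjusted p = 0.097), Crat at -0.32 and Cd36 at 0.30, each with an adjusted p above the threshold. That threshold is adjusted over 22626 probe sets, while the paper took p under 0.05 as significant. Limma's unadjusted p was 0.0023 for Ppara, 0.0040 for Dlat, 0.0096 for Cox8b and 0.011 for Atp5a1. It was 0.014 for Cyc1, 0.017 for Mdh2 and 0.020 for Crat. It was also under 0.05 for Ppargc1b (0.0055), Ppargc1a (0.032) and Cd36 (0.017). Of these only Cd36 was higher. It was above 0.05 for Sdha, Ndufa9, Cox5a, Cox4i1, Ppard, Pparg, Tfam, Nrf1, Gabpa and Nfe2l2.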
